# Denervation alters the secretome of myofibers and thereby affects muscle stem cell lineage progression and functionality

**DOI:** 10.1038/s41536-024-00353-3

**Published:** 2024-03-01

**Authors:** Henriette Henze, Sören S. Hüttner, Philipp Koch, Svenja C. Schüler, Marco Groth, Björn von Eyss, Julia von Maltzahn

**Keywords:** Muscle stem cells, Regeneration

## Abstract

Skeletal muscle function crucially depends on innervation while repair of skeletal muscle relies on resident muscle stem cells (MuSCs). However, it is poorly understood how innervation affects MuSC properties and thereby regeneration of skeletal muscle. Here, we report that loss of innervation causes precocious activation of MuSCs concomitant with the expression of markers of myogenic differentiation. This aberrant activation of MuSCs after loss of innervation is accompanied by profound alterations on the mRNA and protein level. Combination of muscle injury with loss of innervation results in impaired regeneration of skeletal muscle including shifts in myogenic populations concomitant with delayed maturation of regenerating myofibers. We further demonstrate that loss of innervation leads to alterations in myofibers and their secretome, which then affect MuSC behavior. In particular, we identify an increased secretion of Osteopontin and transforming growth factor beta 1 (Tgfb1) by myofibers isolated from mice which had undergone sciatic nerve transection. The altered secretome results in the upregulation of early activating transcription factors, such as *Junb*, and their target genes in MuSCs. However, the combination of different secreted factors from myofibers after loss of innervation is required to cause the alterations observed in MuSCs after loss of innervation. These data demonstrate that loss of innervation first affects myofibers causing alterations in their secretome which then affect MuSCs underscoring the importance of proper innervation for MuSC functionality and regeneration of skeletal muscle.

## Introduction

Skeletal muscle is a highly organized tissue with a remarkable capacity to regenerate, which mainly originates from the tissue-resident muscle stem cells (MuSCs) that are characterized by the expression of the paired box transcription factor Pax7^1^. MuSCs are actively kept in a state of reversible quiescence through interactions with their niche. For example, myofiber-secreted Wnt4 as well as Oncostatin M are critical determinants for MuSC quiescence^2,3^. Upon skeletal muscle injury, MuSCs break quiescence, marked by a reduction of Pax7 levels concomitant with the rapid induction of the myogenic regulatory factors (MRFs) Myf5 and MyoD. Activated MuSCs can undergo several rounds of proliferation before MyoD induces the expression of Myogenin, causing withdrawal from the cell cycle and differentiation. Notably, a small subpopulation of myogenic progenitors undergoes self-renewal by returning to quiescence to replenish the stem cell pool^4^. Subsequently, the differentiated myocytes can fuse to each other to induce de novo myofiber formation or to damaged myofibers, ultimately leading to tissue repair. These newly formed myofibers can be identified by the high abundance of embryonic MHC (eMHC), encoded by *Myh3*, which is widely used as a readout for the regeneration status^5^.

The neuromuscular system represents the crossroad between peripheral nerves and skeletal muscle myofibers and is crucial for voluntary movements. During aging and in a number of neuromuscular pathologies, such as spinal muscular atrophy (SMA), motor neuron integrity, skeletal muscle innervation and signal transmission via the neuromuscular junction (NMJ) are impaired, which lead to a decline of skeletal muscle performance^6^. A newly described link between denervation and aging was recently demonstrated, as both aging and denervation by sciatic nerve transection caused a significant increase in the expression of the enzyme 15-prostaglandin dehydrogenase^7,8^. Inhibition of the enzyme activity restored functionality of the neuromuscular junction and increased motor neuron viability after denervation due to aging or peripheral nerve injury, representing a new potential therapeutic target.

Loss of skeletal muscle innervation affects myofibers as well as different resident cell populations, such as fibro-adipogenic progenitors (FAPs) and muscle-resident glia cells^9,10^. Additionally, MuSC numbers increase after loss of innervation concomitant with a higher amount of cytoplasm, increased motility and localization to the interstitial space^11,12^. Although MuSC numbers increase directly after denervation, long-term denervation leads to insufficient myogenesis, resulting in small myofibers with reduced contractile capacity, while their in vitro differentiation did not show significant alterations^13^. Whereas some studies identified a depletion of MuSCs after long-term denervation, others observed increased proliferation as well as normal regeneration and MuSC engraftment^12,14^. Interestingly, MuSCs can also actively participate in NMJ maintenance and their depletion induces NMJ degeneration and myofiber atrophy, underlining the importance of the bilateral cross talk between the peripheral nervous system and MuSCs^15,16^. Furthermore, MuSCs fuse into myofibers specifically in regions close to the NMJ after denervation, thereby contributing myonuclei, and supporting re-innervation^17^. However, it remains elusive whether MuSCs directly respond to denervation or whether changes in the niche cause alterations in MuSC functionality and gene expression.

Here, we demonstrate that the MuSC niche undergoes profound alterations after denervation, including changes in the myofiber secretome, which cause changes in MuSC behavior concomitant with changes in gene expression and protein abundance. Furthermore, we show that muscle regeneration is dependent on functional motor innervation, while the engraftment potential of MuSCs is independent of their innervation state. These results suggest that alterations in the niche environment drive the changes in MuSCs observed after denervation.

## Results

### Skeletal muscle denervation alters properties of MuSCs

To identify the changes that occur in MuSCs after denervation, we first examined TA (*tibialis anterior*) cross sections from C57BL/6 J mice subjected to control (Sham) or denervation (DEN) surgery 7, 21 or 42 days prior to isolation, allowing us to choose the appropriate time point for in-depth analysis of MuSCs (Supplementary Fig. 1A–G). Briefly, at 21 d after denervation the following parameters were very pronounced: muscle weight loss driven by myofiber atrophy without loss of myofibers, as well as MuSC proliferation evidenced by a sharp increase in the number of Pax7/Ki67 positive cells. Therefore, we chose this time point for further analyses (Fig. 1A). Notably, normalizing mononucleated marker positive cells to muscle area—as it is often done—is not applicable here due to the strong size difference between muscle cross sections of surgery groups. Therefore, cell population counts are represented as absolute numbers of mononucleated marker positive cells per cross section throughout the manuscript. In addition to an increase in proliferation (Pax7/Ki67) specifically in mainly fast-twitch muscles (TA and Gastrocnemius, Supplementary Fig. 1 H, I), we identified a commitment to the myogenic lineage (MyoD/Myog) (Fig. 1B, C). Of note, intrinsic differences of slow and fast muscles, such as a higher number of MuSCs on type I compared to type II myofibers, indicated inherent MuSC differences and might explain the differences observed here^18,19^. This commitment was accompanied by an increase in the expression of eMHC in all muscles after DEN, with a peak at 7 d post-surgery in TA muscles (Supplementary Fig. 1J–N) and a shift in myofiber types (Supplementary Fig. 1O–T), suggesting a deregulation of myosin isoform expression in denervated TA muscles.

**Fig. 1:**
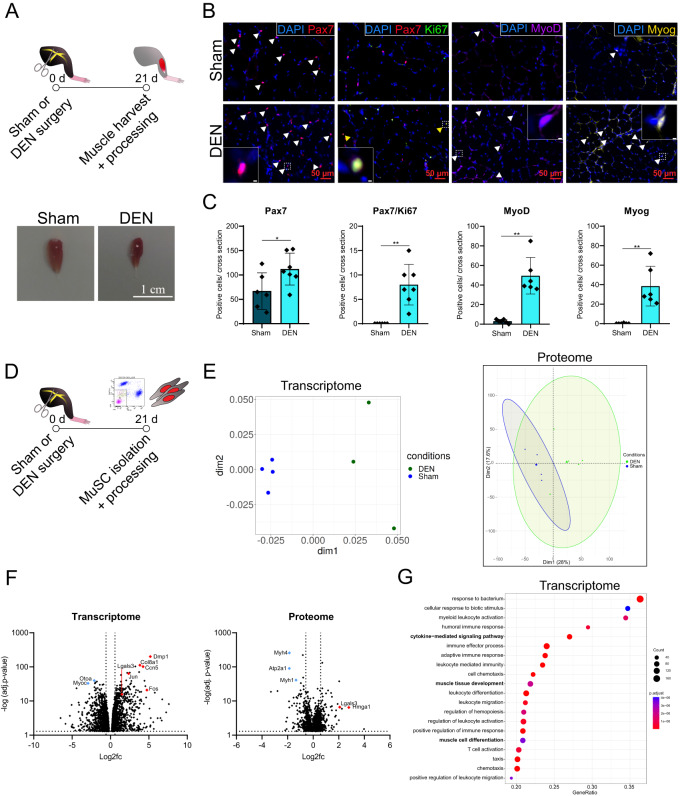
Skeletal muscle denervation alters properties of MuSCs. **A** Experimental scheme (upper panel). Male C57BL/6 J mice were subjected to either Sham or DEN surgery and TA muscles were harvested for histological analysis 21 days after surgery. Representative images of TA muscles of Sham or DEN operated mice 21 d after surgery (lower panel). Scale bar is 1 cm. **B** Representative images of immunofluorescent stainings of TA muscle cross sections 21 d after Sham or DEN surgery. White arrowheads indicate Pax7 positive cells (red), MyoD positive cells (purple) or Myog positive cells (yellow). Yellow arrowheads indicate Pax7/Ki67 double positive cells. Nuclei were counterstained with DAPI. Scale bar is 50 µm. Inserts shows individual cells positive for Pax7, Pax7/Ki67, MyoD or Myog. Scale bar for the inserts is 2 µm. **C** Quantifications of (B). *n* = 6 – 7 animals, each data point represents one animal. Statistical testing was done by unpaired two-tailed *t*-test with Welch’s correction. Error bars represent SD, *p < 0.05, **p < 0.01. **D** Experimental scheme. Male C57BL/6 J mice were subjected to either Sham or DEN surgery. 21 days after surgery, hind limb muscles were harvested for FACS-isolation of MuSCs. **E** Multidimensional scaling plot of transcriptomics (left) and principal component plot of proteomics (right) data of isolated MuSCs. Ellipses represent 95% confidence intervals. **F** Volcano plot of DEGs (left, adj. *p*–value < 0.05) and DAPs (right, adj. *p*–value < 0.05) in MuSCs of DEN mice. Represented is the log2 fold change relative to expression in Sham samples, with selected downregulated genes in blue and upregulated genes in red. Dotted lines mark log2 fold change of -/+ 0.58 and adj. *p*–value < 0.05. *n* = 3–4 animals for transcriptomics and *n* = 4–5 technical replicates for proteomics. **G** 20 most significant biological processes in MuSCs after denervation identified as activated via GSEA. GeneRatio represents the fraction of enriched genes within a GO term.

Next, we asked which specific changes occur in MuSCs after denervation, comparing MuSCs 21 days after Sham or DEN surgery (Fig. 1D and Supplementary Fig. 2A, B). 

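MuSC RNA was sequenced from 8 mice 21 days after surgery, 4 after DEN and 4 after Sham surgery, 1 library per mouse. The paper left out DEN replicate 1 as an outlier on manual inspection of an MDS plot and compared the other 3 DEN libraries with the 4 Sham libraries. Values are therefore given over these 7 libraries first, and over all 8 with the value of DEN replicate 1 where it is named. The cells were sorted as positive for α7-integrin and negative for Sca-1, CD11b, CD31 and CD45, so the gate does not remove other cells that carry α7-integrin and none of these 4 proteins. Full-length cDNA was amplified and read from single ends, and the deposited gene counts were made by the authors on GRCm38 without regard to strand. Reads from the other strand of an exon therefore cannot be told from a gene's own, and paralogs with near-identical sequence cannot be separated. The paper does not state how reads in bases shared by exons of different genes were counted. The libraries held 29609816, 31572843 and 28541080 counts for DEN replicates 2 to 4, 32934448, 34145854, 29048620 and 29479513 counts for Sham replicates 1 to 4, and 26627173 counts for DEN replicate 1. Levels are normalized CPM, scaled by TMM, and p-values are adjusted by the method of Benjamini and Hochberg over the 17454 genes that passed the count filter, out of 28772 with a count in these 7 libraries. Fold changes are DEN over Sham on the log2 scale, and a gene is called higher or lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Replicates differed by more than counting noise, with a biological coefficient of variation of 0.161 across genes. Gene lists were fixed before the data were examined, but with the paper's findings from these libraries known. Some lists were taken from the paper. Others, such as the AP-1, interferon, cytokine, MAPK, Hippo and axon lists, follow its themes, so their choice is not independent. The competitive test camera compared each list with all other genes, first at a preset correlation between genes of 0.01 and then at an estimated one. Gene positions are those of GENCODE M21.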

MuSCs were clearly distinguishable according to the surgery group on both the mRNA and protein level, suggesting profound alterations after denervation (Fig. 1E). 

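*Pax7*, the transcription factor that marks MuSCs, was at 142 ± 12.1 CPM in DEN libraries (SD, n = 3) and 125 ± 20.5 CPM in Sham libraries (SD, n = 4). Its log2 fold change of 0.18 did not pass the test (standard error 0.12, adjusted p = 0.388), and DEN replicate 1 was also at 142 CPM. Transcripts of red blood cells were lower after DEN: of 7 erythroid markers tested, 5 were lower and none was higher, with 6 lower when adjusted over the list alone and 5 lower with all 8 libraries. The list's median log2 fold change was −1.55 (camera adjusted p = 1.93e-05, and adjusted p = 0.159 with an estimated correlation). *Hbb-bs*, a beta-globin gene that shares reads with *Hbb-bt*, fell from 1958 ± 613 CPM in Sham to 697 ± 129 CPM in DEN libraries, with 413 CPM in DEN replicate 1. *Hbb-bt*, *Hba-a1* and *Alas2*, an enzyme of heme synthesis, had log2 fold changes of −1.56, −1.53 and −1.63, and reads of *Hba-a1* and its paralog *Hba-a2* cannot be separated. Mitochondrially encoded genes took 2.35 to 2.84% of the counts in the 4 DEN libraries and 3.67 to 5.99% in the 4 Sham libraries. Across the 28772 genes with a count, the Spearman correlation of counts was 0.957 to 0.961 for libraries of the same group and 0.948 to 0.954 for libraries of different groups. The mean distance (1 minus this correlation) between groups exceeded that within groups by 0.00741, and the other ways to divide the 7 libraries gave at most 0.00283 (one-sided exact permutation test, p = 0.0286, the smallest that 35 splits allow). In the multidimensional scaling of these distances, the first dimension held 34.2% of the variation and placed the DEN libraries at 0.0228 to 0.0375 and the Sham libraries at −0.0244 to −0.02. With DEN replicate 1 included, the excess was 0.00701 and the highest among the other splits 0.00151 (one-sided exact permutation test, p = 0.0286). Without any 1 of the 7 libraries, the separation again gave the smallest p its splits allow, which is 0.0667 without a DEN and 0.1 without a Sham library. The protein data were not analysed here.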

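*Dmp1*, a phosphoprotein of the mineralized extracellular matrix, had the smallest adjusted p of all genes, at 48.7 ± 5.24 CPM in DEN libraries (SD, n = 3) and 1.34 ± 0.0622 CPM in Sham libraries (SD, n = 4). This is a log2 fold change of 5.18 (standard error 0.13, adjusted p = 2.08e-08), and DEN replicate 1 was at 16.2 CPM. *Ccn5* and *Col8a1*, a matricellular protein and a collagen chain that the paper names, had log2 fold changes of 4.24 (adjusted p = 5.22e-06) and 3.83 (adjusted p = 2.44e-06). *Gzmb*, a protease of cytotoxic lymphocytes, and *Krt18*, a keratin, had 0 counts in every Sham library. They were at least 97.6-fold and 50.7-fold higher after DEN, against a floor of 3 counts per library, and DEN replicate 1 held them at 8.04 and 3.24 CPM. *Ucn2*, a peptide hormone, and *Fgf5*, a growth factor, had log2 fold changes of 6.41 (adjusted p = 0.000271) and 5.08 (adjusted p = 0.0015). The others of the 10 largest rises, among called genes with a mean log2 CPM above 1 and no overlap between the groups, were those of *Olig1*, *Pkp1*, *Ccl6*, *Fos* and *Duoxa1*, with log2 fold changes of 5.16, 5.09, 5.02, 4.74 and 4.60. The rise of the chemokine *Ccl6* rested on DEN replicate 2, without which its log2 fold change was 2.14 (adjusted p = 0.204), and it was also not called without Sham replicate 3 (adjusted p = 0.0614) or Sham replicate 4 (adjusted p = 0.0573). *Pkp1* was not called by DESeq2 (adjusted p = 0.18). Among the largest falls were *Cacna2d4*, a calcium channel subunit, and *Cldn1*, a tight junction protein, with log2 fold changes of −4.42 (adjusted p = 0.000355) and −3.24 (adjusted p = 0.000404). The ephrin *Efnb3*, the adhesion protein *Tenm2*, *Myoc* and *Otoa* had log2 fold changes of −3.11, −2.97, −2.92 and −2.12. *Gabrr2*, *Shisa3*, *Dleu7*, *Mfsd2a* and *Wscd1* had values of −2.76, −2.76, −2.64, −2.53 and −2.46, and *Mfsd2a* was not called without DEN replicate 3 (adjusted p = 0.0763), DEN replicate 4 (adjusted p = 0.0816) or Sham replicate 4 (adjusted p = 0.0572). In all, 1853 genes differed between the groups at an adjusted p under 0.05, of which 924 were higher and 929 lower after DEN. Of the 17454 genes tested, 4079 had no overlap between the DEN and the Sham libraries, where a random split of exchangeable libraries gives 5.71% of genes. With DEN replicate 1 included, 975 genes were higher and 986 lower, and 1582 genes were called in both comparisons, all in the same direction. The number of DEGs was 1098 without DEN replicate 2 and 1231 without DEN replicate 3, and 824 DEGs were called whichever of the 7 libraries was left out. The lower DEGs numbered 523, 611 and 597 without DEN replicate 2, 3 or 4, and the higher DEGs 575 without DEN replicate 2.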

In the transcriptome, 2613 DEGs were detected (adj. *p*-value < 0.05) while the proteome analysis revealed 1096 differentially abundant proteins (DAPs, *q*-value < 0.05) between surgery groups (Fig. 1F). As *Lgals3* (encoding Galectin-3) was significantly upregulated after DEN both on the transcriptome and proteome level, we used it to exemplarily validate the omics data (Supplementary Fig. 2C). However, another validation of the transcriptome data is given for the expression analysis of *Junb* (Fig. 5B and Supplementary Fig. 7A). 

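*Lgals3* (ENSMUSG00000050335) encodes a lectin that binds beta-galactosides and lies on chromosome 14 of GRCm38 from 47367751 to 47386160. In the deposited RPKM values it was at 22.6 ± 0.451 in DEN libraries (SD, n = 3) and 8.05 ± 1.91 in Sham libraries (SD, n = 4). The DEN libraries lay between 22.1 and 22.9 RPKM and the Sham libraries between 6.52 and 10.75 RPKM (two-sided exact permutation test, p = 0.0286, the smallest that 3 against 4 libraries allow). From the counts, its log2 fold change was 1.49 (standard error 0.16, adjusted p = 0.000358). DEN replicate 1 was at 15.4 RPKM, above every Sham library but below the other DEN libraries, and with it the DEN mean was 20.8 ± 3.60 RPKM (SD, n = 4; two-sided exact permutation test, p = 0.0286, again the smallest possible). The log2 fold change over all 8 libraries was 1.37 (adjusted p = 0.000754). Galectin-3 protein was not analysed here.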

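*Junb*, a subunit of the transcription factor AP-1, was at 628 ± 34.0 RPKM in DEN libraries (SD, n = 3) and 65.1 ± 26.85 RPKM in Sham libraries (SD, n = 4). The DEN libraries lay between 589 and 652 RPKM and the Sham libraries between 40.9 and 101 RPKM (two-sided exact permutation test, p = 0.0286, the smallest possible). DEN replicate 1 was at 403 RPKM, so that all DEN libraries stood above all Sham libraries, and the mean of the 4 DEN libraries was 572 ± 116 RPKM (SD, n = 4). The deposited values do not separate strands, and an exon of *Junb* overlaps *Prdx2* on the other strand.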

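*Csrp3*, a protein of the sarcomeric Z-disc (ENSMUSG00000030470, chromosome 7 from 48830398 to 48848033), was at 14.4 ± 2.30 CPM in DEN libraries (SD, n = 3) and 0.672 ± 0.364 CPM in Sham libraries (SD, n = 4). The change on the log2 scale was 4.44 (standard error 0.34, adjusted p = 6.62e-05), with 11.7 CPM in DEN replicate 1. Of 19 developmental and slow contractile genes tested, 9 were higher after DEN, none was lower and 10 did not pass the test (11 higher and 1 lower when adjusted over the list alone, 7 higher and 1 lower with all 8 libraries). The slow troponins *Tnni1* and *Tnnc1* had log2 fold changes of 2.60 and 2.49, and *Ankrd2*, a stretch-responsive sarcomere protein, of 2.34. The median of the list was 1.16 (camera adjusted p = 2.16e-05, and adjusted p = 0.103 with an estimated correlation). *Myh7* and *Myl3*, slow myosin chains, had log2 fold changes of 2.31 (adjusted p = 0.0309) and 1.24 (adjusted p = 0.00697), but of 1.90 (adjusted p = 0.22) and 0.95 (adjusted p = 0.144) with DEN replicate 1, which held 0 counts of *Myh7* and 1.22 CPM of *Myl3*. *Myh7* was also not called without DEN replicate 3 (adjusted p = 0.119), DEN replicate 4 (adjusted p = 0.0701), Sham replicate 2 (adjusted p = 0.0726), Sham replicate 3 (adjusted p = 0.0672) or Sham replicate 4 (adjusted p = 0.0515).

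Genes of adult fast myofibers moved in the same direction: of 34 tested, 18 were higher, 2 lower and 14 did not pass (21 higher and 4 lower when adjusted over the list alone, 18 and 2 with all 8 libraries; camera adjusted p = 4.91e-09, and adjusted p = 0.156 with an estimated correlation). *Car3*, a carbonic anhydrase abundant in myofibers, rose from 9.18 ± 3.09 to 122 ± 14.7 CPM (log2 fold change 3.73, adjusted p = 1.23e-05). Myoglobin (Mb), the calcium channel subunit *Cacng1* and fast troponin T (*Tnnt3*) had log2 fold changes of 2.51, 2.56 and 1.51. *Myh4*, a fast myosin heavy chain, was at 23.6 ± 1.98 CPM after DEN and 14.0 ± 5.59 CPM after Sham surgery, a log2 fold change of 0.76 that did not pass (adjusted p = 0.0904), though it did without Sham replicate 4 (1.03, adjusted p = 0.0164). Of 29 genes of myogenic commitment and fusion, 5 were higher, 2 lower and 22 did not pass (7 and 5 when adjusted over the list alone, 5 and 1 with all 8 libraries). This list's median was −0.06 and its mean 0.12 (camera adjusted p = 0.83), and 3 of its genes were higher without DEN replicate 2. Its members with the smallest p went both ways, with *Klhl41*, a sarcomere assembly factor, at 2.59 (adjusted p = 0.001) and *Cdkn1a*, a cell cycle inhibitor, at −1.16 (adjusted p = 0.00179). *Myod1*, which drives commitment, fell from 183 ± 17.4 to 135 ± 14.3 CPM (log2 fold change −0.44, adjusted p = 0.0175). It was not called without DEN replicate 3 (adjusted p = 0.0743), without DEN replicate 4 (adjusted p = 0.0654) or with DEN replicate 1, which held 221 CPM (−0.23, adjusted p = 0.419). *Myog*, which drives differentiation, was at −0.87 and did not pass (standard error 0.31, adjusted p = 0.1035), though it was lower without DEN replicate 2 (−1.27, adjusted p = 0.0356). Of 18 genes that rise in denervated myofibers, 4 were higher, 3 lower and 11 did not pass (4 and 5 when adjusted over the list alone, 4 and 2 with all 8 libraries; median −0.02, camera adjusted p = 0.747). The growth arrest gene *Gadd45a* and sarcolipin (*Sln*) had log2 fold changes of 1.06 and 1.70, while the acetylcholine receptor subunit *Chrna1* fell from 260 ± 50.2 to 97.5 ± 23.2 CPM (log2 fold change −1.41, adjusted p = 0.000866).

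**Figure D1:**
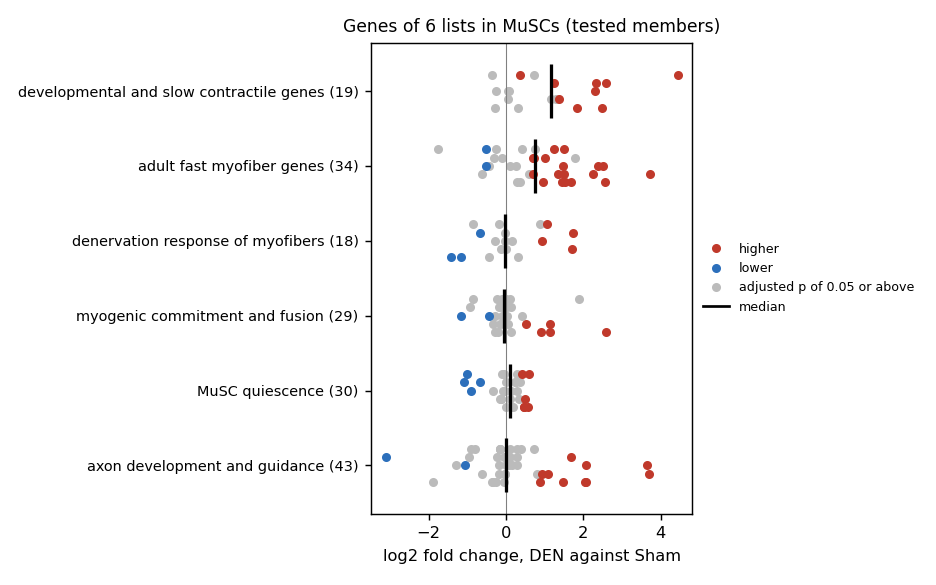
Log2 fold change, DEN against Sham over 7 libraries, of each tested member of 6 gene lists (number of members in parentheses); each point is 1 gene, red if higher, blue if lower and grey if its adjusted p was 0.05 or above, and black bars are medians. The medians of the developmental and slow contractile genes (1.16) and of the adult fast myofiber genes (0.74) lie to the right of 0, while the other 4 lists have medians between −0.06 and 0.11.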

GSEA of the transcriptome identified the activation of “muscle tissue development” and “muscle cell differentiation”, indicating changes in MuSCs reminiscent of regeneration following denervation (Fig. 1G). Notably, we also identified the activation of immune response-linked processes (“cytokine-mediated signaling pathway”) suggesting an inflammation-associated milieu in the MuSC niche. 

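*Socs3*, which is induced by cytokines and inhibits their signaling, was at 375 ± 25.3 CPM in DEN libraries (SD, n = 3), 27.1 ± 12.54 CPM in Sham libraries (SD, n = 4) and 234 CPM in DEN replicate 1. DEN against Sham, the log2 fold change was 3.79 (standard error 0.27, adjusted p = 5.2e-05). Of 46 cytokine signaling genes tested, 19 were higher after DEN, 3 were lower and 24 did not pass the test (23 and 3 when adjusted over the list alone, 17 and 3 with all 8 libraries). The list's median log2 fold change was 0.36 (camera adjusted p = 8.19e-08, and adjusted p = 0.156 with an estimated correlation). The oncostatin M receptor *Osmr* rose from 37.8 ± 5.03 to 100.3 ± 6.91 CPM (log2 fold change 1.41, adjusted p = 6.62e-05), and *Stat3*, which transmits its signal, had a log2 fold change of 0.73. *Tnfrsf12a*, the receptor of TWEAK, had a log2 fold change of 2.38. The 3 lower genes were *Ccl19*, *Il33* and *Lifr* (−0.82, −1.51 and −0.37), named after their values were seen. The sort removes leukocytes by surface protein. Among their markers, 13 of 20 for macrophages and myeloid cells, 1 of 10 for neutrophils and 3 of 14 for lymphocytes were tested. Of the 13 macrophage and myeloid markers, 2 were higher and none lower (6 higher when adjusted over the list alone, 1 with all 8 libraries). The list's median log2 fold change was 2.15 (camera adjusted p = 0.0316, and adjusted p = 0.602 with an estimated correlation). The list was not called by camera without DEN replicate 2 (adjusted p = 0.83), Sham replicate 1 (adjusted p = 0.0617), Sham replicate 3 (adjusted p = 0.0604) or Sham replicate 4 (adjusted p = 0.149), or with all 8 libraries (adjusted p = 0.238). *C1qb*, a complement subunit of macrophages, rested on DEN replicate 2, without which its log2 fold change was 0.54 (adjusted p = 0.733), and was also not called without Sham replicate 1 (adjusted p = 0.0867), Sham replicate 2 (adjusted p = 0.0904) or Sham replicate 3 (adjusted p = 0.102). *H2-Ab1*, which presents antigen, had a log2 fold change of 2.15 (adjusted p = 0.0141) and was not called without DEN replicate 2 (adjusted p = 0.0627) or DEN replicate 4 (adjusted p = 0.0512). *S100a8*, the only neutrophil marker tested, had 0 counts in every Sham library and was at 0.662 ± 0.377 CPM after DEN (SD, n = 3), at least 6.9-fold higher against a floor of 3 counts per library (adjusted p = 0.0138), with 2.21 CPM in DEN replicate 1. None of 3 lymphocyte markers was called by edgeR or DESeq2, and 1 of them (*Lck*, log2 fold change 2.46) had an unadjusted p under 0.05. The paper proposes that the MuSC niche holds an inflammatory milieu after denervation and that MuSCs change as in regeneration. It draws on gene set enrichment and overrepresentation in these libraries, and also on other experiments, such as the myofiber transcriptome.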

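*Dpysl3*, a cytosolic protein of growing axons, was at 31.8 ± 3.47 CPM in DEN libraries (SD, n = 3) and 7.72 ± 0.981 CPM in Sham libraries (SD, n = 4). Its log2 fold change was 2.04 (standard error 0.13, adjusted p = 3.54e-05), with 23.8 CPM in DEN replicate 1. The adhesion protein *Nrcam* and the ephrin receptor *Ephb3* had log2 fold changes of 1.67 (adjusted p = 0.000662) and 0.88 (adjusted p = 0.000537). Of 43 genes of axon development and guidance tested, 10 were higher after DEN, 2 were lower and 31 did not pass the test (11 higher and 3 lower when adjusted over the list alone, and the same numbers with all 8 libraries). The 2 lower genes were *Efnb3* and *Dpysl5*, the latter with a log2 fold change of −1.05 (adjusted p = 0.0107) and named after its values were seen. The list's median log2 fold change was −0.0022 and its mean 0.23, and camera did not separate the list from other genes (adjusted p = 0.183, and adjusted p = 0.521 with an estimated correlation), though it did among the genes with at least 10 counts in every library (adjusted p = 0.036).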

Strikingly, an overrepresentation analysis (ORA) with an additional filter for log2 fold changes of >0.5, translating to a change of +1 (upregulated genes only), indicated that genes upregulated in MuSCs after DEN are involved in processes like “muscle tissue development”, “muscle cell differentiation” or “axon development” (Supplementary Fig. 2D). These results strengthen our notion that denervation induces regeneration-like gene expression changes in MuSCs. With a correlation analysis between DEGs and DAPs that were additionally filtered for log2 fold changes of </> −0.58/ + 0.58 (translating to a change of ± 1.5) we show that a subset of genes, including transcription factors such as Jun and Fos as well as transmembrane receptors like Integrins (Itgb4 and Itga6), is similarly regulated at the mRNA and protein level (Supplementary Fig. 2E, F), suggesting a correlation between changes of the MuSC transcriptome and proteome after denervation. 

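*Jun* and *Fos*, which pair to form AP-1, were higher after DEN, while *Itgb4*, a laminin receptor subunit of the cell surface, was lower. *Jun* (ENSMUSG00000052684, chromosome 4 from 95049034 to 95052222) was at 1881.5 ± 173 CPM in DEN libraries (SD, n = 3), 364 ± 69.0 CPM in Sham libraries (SD, n = 4) and 1121 CPM in DEN replicate 1. This is a log2 fold change of 2.37 (standard error 0.14, adjusted p = 1.26e-05). *Junos* overlaps *Jun* on the other strand, and reads in their shared bases cannot be assigned by strand. *Fos* (ENSMUSG00000021250, chromosome 12 from 85473890 to 85477273) rose from 84.1 ± 45.8 to 2254 ± 201 CPM, with 2143 CPM in DEN replicate 1 (log2 fold change 4.74, standard error 0.35, adjusted p = 6.21e-05). *Itgb4* (ENSMUSG00000020758, chromosome 11 from 115974709 to 116008412) fell from 27.1 ± 3.05 to 14.3 ± 5.285 CPM (log2 fold change −0.93, standard error 0.21, adjusted p = 0.0192). It was not called without DEN replicate 2 (adjusted p = 0.0657) or DEN replicate 4 (adjusted p = 0.0794), and with DEN replicate 1, at 11.3 CPM, its log2 fold change was −1.004 (adjusted p = 0.00847). *Itga6* (ENSMUSG00000027111, chromosome 2 from 71745616 to 71858416), which pairs with *Itgb4*, was at 8.88 ± 1.15 CPM after DEN and 14.9 ± 3.96 CPM after Sham surgery. Its log2 fold change of −0.75 did not pass the test (standard error 0.21, adjusted p = 0.0514), but it passed with DEN replicate 1 (−0.75, adjusted p = 0.0289), without Sham replicate 3 (adjusted p = 0.00779) and by DESeq2 (adjusted p = 0.00907). Of the DEGs, 1164 had a log2 fold change of at least 0.58 in either direction. The abundance of proteins was not analysed here.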

In a study by Machado et al.^20^, the transcriptomes of in situ fixed isolated MuSCs and MuSCs in early activation were compared. 

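*Mapt*, a microtubule-associated protein (ENSMUSG00000018411, chromosome 11 from 104231390 to 104332090), fell from 42.8 ± 6.70 CPM in Sham libraries (SD, n = 4) to 16.9 ± 1.77 CPM in DEN libraries (SD, n = 3), with 18.3 CPM in DEN replicate 1. The change on the log2 scale was −1.34 (standard error 0.14, adjusted p = 0.000314). *Abat*, which breaks down the transmitter GABA (ENSMUSG00000057880, chromosome 16 from 8513429 to 8621568), fell from 119 ± 6.03 to 69.7 ± 3.96 CPM (log2 fold change −0.77, standard error 0.08, adjusted p = 0.000226), and its level of 112 CPM in DEN replicate 1 lay among the Sham libraries. *Prodh*, an enzyme of proline breakdown (ENSMUSG00000003526, chromosome 16 from 18060357 to 18090203), had a log2 fold change of −0.58 (standard error 0.11, adjusted p = 0.00829). *Mccc2*, an enzyme of leucine breakdown (ENSMUSG00000021646, chromosome 13 from 99948530 to 100015639), had a log2 fold change of −0.59 (standard error 0.15, adjusted p = 0.0305). These 4 genes were also lower with DEN replicate 1 included, but as genes picked by the paper from these libraries they are not independent evidence. *Mccc2* was not called without DEN replicate 2 (adjusted p = 0.0563), DEN replicate 3 (adjusted p = 0.082), DEN replicate 4 (adjusted p = 0.112), Sham replicate 2 (adjusted p = 0.0696), Sham replicate 3 (adjusted p = 0.0713) or Sham replicate 4 (adjusted p = 0.073). Of a wider list of 30 quiescence genes, 6 were higher, 4 lower and 20 did not pass (9 and 4 when adjusted over the list alone, 7 and 4 with all 8 libraries; median log2 fold change 0.11, camera adjusted p = 0.363). Its lower genes include *Foxo1* and *Foxo3*, transcription factors that maintain quiescence, at −0.92 (adjusted p = 6.62e-05) and −1.01 (adjusted p = 0.000372). *Gas1*, a growth arrest protein, fell from 3331 ± 450.0 to 1573 ± 242 CPM (log2 fold change −1.08, adjusted p = 0.000654). The higher genes, more numerous than the lower ones, include the receptor *Notch1*, which was called whichever of the 7 libraries was left out (adjusted p from 0.00476 to 0.0202). The higher genes of this list numbered 3 without DEN replicate 2, 2 without DEN replicate 4 and 3 without Sham replicate 2.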

Among the genes that are highly expressed in quiescent MuSCs but downregulated during activation are *Abat*, *Dhcr24*, *Mapt*, *Mccc2* and *Prodh*, which we also found to be downregulated in MuSCs after DEN. Since these genes seem to be important for MuSC quiescence, their downregulation might cause the premature activation and break of quiescence observed in MuSCs after denervation. Of note, the unique factors that did not overlap between the analyses include genes of all classes, such as genes encoding transcription factors, receptors or metabolic enzymes.

### Alterations in the myofiber niche are driving MuSC dysfunction in denervated skeletal muscle

To assess whether the observed changes in MuSCs are translated into functional impairments, we investigated the regeneration of skeletal muscle concomitant with denervation, allowing us to analyze whether regeneration is directly depending on innervation (Fig. 2A). CTX + DEN muscles had a constantly lower relative muscle weight compared to CTX + Sham muscles, mainly due to strong myofiber atrophy, thereby mimicking conditions when acute trauma of leg muscles coincide with lesions of the spinal cord (Fig. 2A and Supplementary Fig. 3A, B). Interestingly, 21 d after surgery regenerating myofibers of CTX + DEN muscles contained less nuclei than control muscles (Supplementary Fig. 3C). However, this was not observed at an earlier time point of regeneration (10 d post-surgery) and thus, it is likely that the size reduction of regenerating myofibers in CTX + DEN muscles is not only driven by a smaller number of nuclei fusing into myofibers but additionally by a decline in protein synthesis. Moreover, we identified an increased amount of eMHC positive myofibers in CTX + DEN muscles in the late phase of regeneration (Supplementary Fig. 3D). This suggests that, while the formation of new myofibers by MuSC fusion during early regeneration seemed to be independent of innervation (same percentage of eMHC positive myofibers between surgery groups at 5 and 7 days post injury), the downregulation of eMHC during late regeneration is dependent on the neuronal input. Reinnervation of skeletal muscle typically takes place around day 8 after injury supporting our notion that reinnervation plays an important role in MuSC behavior as well as formation and maturation of myofibers as observed here^21,22^. This deregulation of regeneration dynamics was accompanied by a higher proportion of fibrotic tissue in CTX + DEN muscles, indicating inadequate tissue regeneration (Supplementary Fig. 3G, H).

**Fig. 2:**
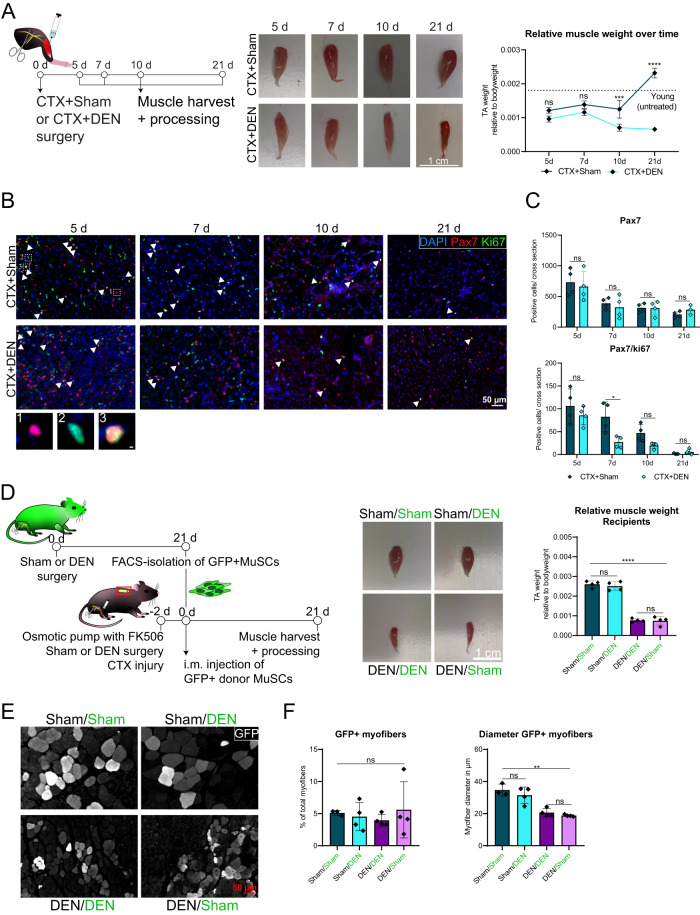
Alterations in the myofiber niche are driving MuSC dysfunction in denervated skeletal muscle. **A** Experimental scheme (left). Male C57BL/6 J mice were subjected to cardiotoxin (CTX) – induced muscle injury in combination with either Sham or DEN surgery and TA muscles were harvested for histological analysis at the respective time points. Representative images of TA muscle of CTX+Sham or CTX + DEN operated mice at each time point after surgery (middle). Scale bar is 1 cm. TA muscle weight relative to bodyweight at each time point after surgery (right). The dotted line represents the average TA muscle weight relative to body weight of age-matched control mice. *n* = 16 for control mice and *n* = 4 for Sham and DEN mice. **B** Immunofluorescent staining of TA muscle cross sections of CTX+Sham and CTX + DEN operated mice at different time points after surgery. MuSCs are marked by Pax7 (red), proliferating cells are marked by Ki67 (green) and nuclei are counterstained with DAPI (blue). White arrowheads indicate Pax7/Ki67 double positive cells. Scale bar is 50 µm. Panel of inserts shows individual cells positive for Pax7 (1, red), Ki67 (2, green) or Pax7 and Ki67 (3, merge). Scale bar for the inserts is 2 µm. **C** Quantification of (**B**). *n* = 4 animals per surgery group at each time point, each data point represents one animal. Statistical testing was done by Two-way-ANOVA with post-hoc Tukey’s multiple comparisons test. Error bars represent SD. ns = not significant, *p < 0.05, ***p < 0.001, ****p < 0.0001. **D** Experimental scheme (left). Male and female CAG-GFP mice were subjected to Sham or DEN surgery. 21 days after surgery, hind limb muscles were harvested for FACS-isolation of GFP positive donor MuSCs. Male C57BL/6 J recipient mice obtained CTX injury, implantation of an osmotic pump containing the immunosuppressive FK506 and either Sham or DEN surgery 2 days before intramuscular injection of ten thousand donor MuSCs. After 21 days, TA muscles were harvested for histological analyses. Representative images of TA muscles of each group (middle; donor is indicated in green). Scale bar is 1 cm. TA muscle weight relative to bodyweight for each group at 21 days after MuSC transplantation (right). **E** Immunofluorescent staining of TA muscle cross sections for GFP 21 d after MuSC transplantation. Scale bar is 50 µm. **F** Quantification of (**E**) with GFP positive myofibers as percentage of total myofibers (left) and myofiber diameter of GFP positive myofibers (right). *n* = 3–4 animals per surgery group, each data point represents one animal. Statistical testing was done by One-way-ANOVA with post-hoc Tukey’s multiple comparisons test. Error bars represent SD. ns not significant, **p < 0.01, ****p < 0.0001.

Surprisingly, the total number of Pax7 positive MuSCs per cross section was comparable between surgery groups throughout the regeneration time course, while proliferation of MuSCs was reduced in CTX + DEN muscles until day 10 after injury (Fig. 2B, C). However, denervated muscles were considerably smaller than their Sham counterparts and therefore display a higher density of Pax7 positive MuSCs. Notably, the expression of the differentiation marker Myogenin showed similar dynamics as Ki67 in MuSCs (Supplementary Fig. 3E, F).

We then asked whether the phenotypic alterations in MuSCs following denervation persist in a fully innervated context or whether changes in the niche triggered by denervation are causing those alterations. Therefore, MuSCs from CAG-GFP mice^23^, which are characterized by ubiquitous GFP expression, after Sham or DEN surgery were transplanted into CTX-injured TA muscles of Sham or DEN operated C57BL/6 J recipient mice (Fig. 2D; MuSC donors are highlighted in green). Although DEN surgery induced a strong myofiber atrophy in the TA muscles of donor and recipient mice, the innervation state of donor MuSCs did not influence the recipient muscle weight (Fig. 2D–F and Supplementary Fig. 3I, J). Interestingly, the percentage of GFP positive myofibers, which originate from either the fusion of donor-derived MuSCs to each other or with resident MuSCs from the recipient or to existing myofibers, was comparable between the four surgery groups, suggesting that denervation does not affect the ability of MuSCs to fuse (Fig. 2E, F). Even though the increased number of Pax7 positive MuSCs in muscles that received MuSCs from a denervated donor did not lead to an increased proportion of GFP positive myofibers (Supplementary Fig. 3K), the size of GFP positive myofibers was severely decreased in DEN recipient muscles independent of the innervation state of the MuSC donor (Fig. 2F). This indicates that the MuSC niche is strongly affected by denervation and is causing the main effects on MuSCs following denervation reminiscent of the activation and differential gene expression we observed.

### Denervation disrupts the immediate MuSC niche

The previous experiments suggest that the myofiber niche is driving MuSC dysfunction after denervation. Therefore, we wondered how MuSCs behave when cultured on their adjacent myofibers isolated from mice after Sham or DEN surgery (Fig. 3A). In line with the observed increase in Pax7 positive and Pax7/Ki67 positive cells in DEN TA cross sections (Fig. 1C), we observed an increase in the numbers of those cell populations on EDL myofibers after denervation (Fig. 3B, C). After 42 and 72 h of culture, myofibers from DEN mice harbored clearly more single cells, doublets and clusters per myofiber (Fig. 3D, E, Supplementary Fig. 4A–C). Although MuSCs on DEN myofibers were in a more proliferative state directly after isolation, this did not lead to an increase in cluster size at any time point (Fig. 3E and Supplementary Fig. 4D), indicating that proliferation was either only slightly or not permanently increased. Interestingly, activation of MuSCs was not affected in this assay (Supplementary Fig. 4E). Together, these results strengthen the notion that changes in MuSCs after denervation are driven by the immediate niche.

**Fig. 3:**
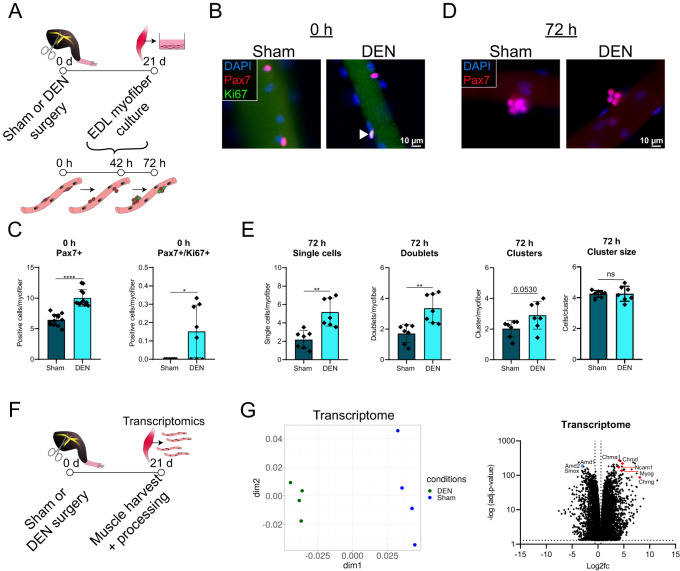
Denervation disrupts the immediate MuSC niche. **A** Experimental scheme. Male C57BL/6 J mice were subjected to either Sham or DEN surgery and EDL muscles were harvested for myofiber culture 21 days later. **B** Immunofluorescent staining of isolated myofibers for Pax7 (red) and Ki67 (green) 0 h after isolation. White arrowhead indicates Pax7/Ki67 double positive cell. Nuclei were counterstained with DAPI. *n* = 12 animals per surgery group, each data point represents one animal. Scale bar is 10 µm. **C** Quantification of (**B**). **D** Immunofluorescent staining of isolated myofibers for Pax7 (red) after 72 h of culture. Nuclei were counterstained with DAPI. Scale bar is 10 µm. **E** Quantification of (**D**). *n* = 7 animals per surgery group, each data point represents one animal. Statistical testing was done by unpaired two-tailed *t*-test with Welch’s correction. Error bars represent SD. ns = not significant, *p < 0.05, **p < 0.01, ****p < 0.0001. **F** Experimental scheme. Male C57BL/6 J mice were subjected to either Sham or DEN surgery. 21 days later, EDL muscles were harvested and single myofibers were isolated for transcriptomic analysis. **G** Multidimensional scaling plot of myofiber transcriptome (left). Volcano plot of DEGs (adj. *p*–value < 0.05) in myofibers of DEN mice (right). *n* = 4 animals per surgery group, each data point represents one animal. Represented is the log2 fold change relative to expression in Sham samples, with selected downregulated genes in blue and upregulated genes in red. Dotted lines mark log2 fold change of -/+ 0.58 and adj. *p*–value < 0.05.

Since myofibers comprise the largest component of the immediate MuSC niche, we investigated changes in the transcriptome of myofibers following denervation (Fig. 3F). We observed a clear clustering of surgery groups, driven by massive changes in the expression landscape after denervation, including upregulation of genes associated with an inflammatory response (Fig. 3G and Supplementary Fig. 5A). Notably, the transcriptome of whole muscles containing different cell types following denervation and myofibers that were isolated by collagenase digestion to remove contaminating cell types shared over 4000 DEGs, with 99% of genes being regulated in the same direction (Supplementary Fig. 5B–F), emphasizing that myofibers display major changes following denervation.

### Factors secreted by myofibers drive MuSC fate alterations after denervation

We speculated that alterations in factors secreted by myofibers cause the changes in MuSC functionality following denervation. Therefore, we performed a DAVID-based prediction analysis of the myofiber transcriptome for secreted/extracellular factors. Thereby, we obtained a list of 691 predicted secreted factors, which we filtered for an average RPKM value of at least 2 between Sham and DEN samples. Since the RPKM value indicates the level of gene expression we used it here to identify genes which display a reasonably high expression in both surgery conditions. From the remaining 272 predicted secreted factors (Fig. 4A), we chose *Spp1* (secreted phosphoprotein 1, encoding the protein Opn) and *Tgfb1* (transforming growth factor beta 1) for further analyses due to their central role in inflammation and cell fate specification. Moreover, *S100a8*, which was shown before to be involved in the early inflammatory response after peripheral nerve injury, was strongly upregulated in myofibers after denervation, indicating an ongoing immune reaction^24^. We identified an increased gene expression of *Spp1* and *Tgfb1* in myofibers after denervation and a strongly increased protein abundance of Opn and Tgfb1 in whole muscle as well as myofibers following denervation (Fig. 4A, B). Strikingly, ELISA analysis of supernatants from cultured myofibers from Sham or DEN muscles corroborated the prediction analysis, as we detected a significant accumulation of both proteins in the supernatant of myofibers from mice that had undergone DEN surgery (Fig. 4C, D). To investigate whether Opn and Tgfb1 are drivers of MuSC activation after DEN, we isolated myofibers with their adjacent MuSCs from C57BL6/J mice and treated them with Opn (for 72 h) or Tgfb1 (for 48 h) recombinant proteins to mimic the high protein abundance in the supernatant of DEN myofibers (Supplementary Fig. 6A–F). Surprisingly, neither Opn nor Tgfb1 alone caused alterations in the number of single cells, clusters or cluster size, indicating that a single factor is not sufficient to induce DEN-like phenotypes in myofiber-associated MuSCs. Therefore, we next examined whether the whole myofiber secretome is sufficient to induce MuSC proliferation, as seen directly after isolation of myofibers from DEN mice (Fig. 3C). In brief, we added culture supernatants from myofibers of Sham or DEN mice to cultures of isolated myofibers with their adjacent MuSCs from healthy C57BL/6 J mice (Fig. 4E). Strikingly, the supernatant (SUP) from DEN myofibers was sufficient to increase the number of Pax7 positive, MyoD positive and Myog positive cells per myofiber as well as the number of clusters and the cluster size (Fig. 4F). Thereby, we demonstrate that changes in the myofiber secretome cause MuSC expansion, further supporting our notion that the altered microenvironment following denervation is driving MuSC alterations. We then investigated whether MuSC activation by the secretome of DEN myofibers could be blocked by neutralizing Tgfb1 from the supernatant (SUP). To this end, isolated myofibers from C57BL6/J mice were incubated with supernatant (SUP) from Sham or DEN myofibers together with a blocking antibody targeting Tgfb1 (Supplementary Fig. 6G–I). Interestingly, blocking of Tgfb1 was not sufficient to prevent the increased cluster formation induced by SUP from DEN myofibers, further strengthening the notion that one factor alone is not sufficient to drive MuSC activation after denervation. Therefore, we next used a cocktail of recombinant proteins (Opn, Chrd and Ostn), all of which were found among the upregulated predicted secreted factors (Supplementary Fig. 6K–M). Surprisingly, incubation of isolated myofibers with their adjacent MuSCs with the recombinant protein cocktail even decreased the number of single cells and clusters per myofiber, opposite to the effects from the DEN SUP. We suggest that the right combination of all or the majority of secreted factors in the supernatant from DEN conditions are required to cause the alterations in MuSCs – at least in the 72 h time frame which was analyzed here.

**Fig. 4:**
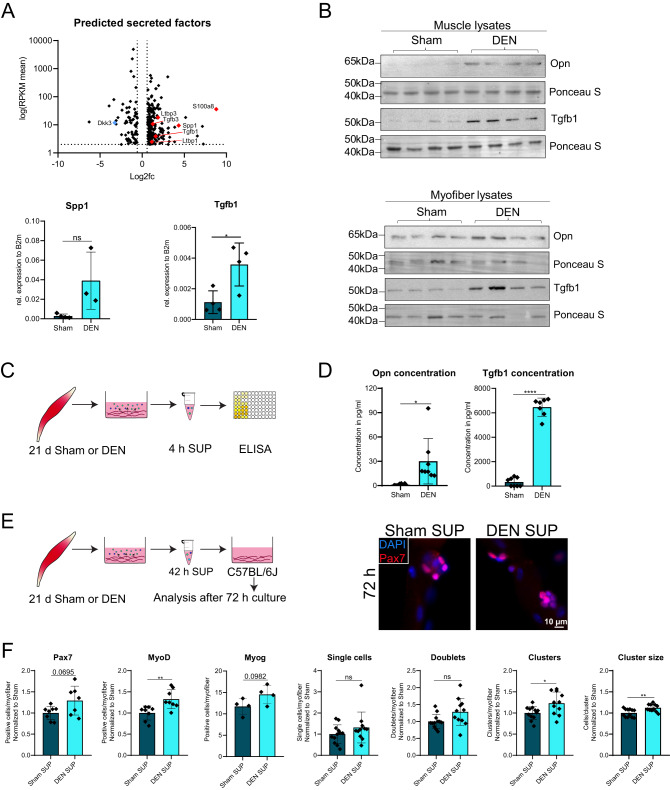
Factors secreted by myofibers drive MuSC fate alterations after denervation. **A** Volcano plot of gene expression changes of predicted secreted factors in the denervated myofiber transcriptome (upper graph). Prediction of secreted factors was performed with the DAVID bioinformatics database. Dotted lines mark log2 fold change of -/+ 0.58 and average RPKM of 2. qRT-PCR for *Spp1* and *Tgfb1* mRNA in myofibers of Sham or DEN operated mice (lower graphs). *n* = 3–4 animals per surgery group, each data point represents one animal. **B** Western blot analysis of Opn and Tgfb1 protein level in muscle lysates (upper panel) and myofiber lysates (lower panel) of Sham or DEN operated mice. **C** Experimental scheme. Male C57BL/6 J mice were subjected to either Sham or DEN surgery and EDL muscles were harvested for myofiber culture 21 days later. After 4 h of culture, myofiber supernatant was collected for ELISA. **D** Opn and Tgfb1 concentrations in the myofiber supernatant samples after 4 h of culture. Calculation of standard curve and concentrations was performed using an online ELISA calculator (https://www.arigobio.com/ELISA-calculator). Each sample was analyzed in duplicates. *n* = 7–8 animals per surgery group, each data point represents one animal. **E** Experimental scheme (left). Male C57BL/6 J mice were subjected to either Sham or DEN surgery and EDL muscles were harvested for myofiber culture 21 days later. After 42 h of culture, myofiber supernatant was collected and directly used for treatment of freshly isolated myofibers from healthy C57BL/6 J mice. Immunofluorescent staining of isolated myofibers for Pax7 (red) 72 h after isolation and culture in Sham or DEN supernatant (SUP) (right). Nuclei were counterstained with DAPI. Scale bar is 10 µm. **F** Quantification of (**E**, right). Plots show data normalized to Sham samples. *n* = 4–12 animals per surgery/treatment group, each data point represents one animal. Statistical testing was done by unpaired two-tailed *t*-test with Welch’s correction. Error bars represent SD. ns = not significant, *p < 0.05, **p < 0.01, ****p < 0.0001.

### Denervation induces expression of *Junb* in MuSCs

After demonstrating that alterations in the myofiber secretome by denervation affect MuSC behavior (Fig. 4), we asked whether myofiber-secreted factors directly affect the expression of target genes in MuSCs. Therefore, we first performed a KEGG pathway enrichment analysis of the MuSC transcriptome and identified pathways activated in MuSCs following denervation, like “MAPK signaling pathway” and “Hippo signaling pathway” among the top activated pathways, both being important for cell proliferation (Fig. 5A). 

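*Dusp1*, a phosphatase that switches MAP kinases off, rose from 295 ± 35.3 CPM in Sham libraries (SD, n = 4) to 669 ± 78.0 CPM in DEN libraries (SD, n = 3), with 713 CPM in DEN replicate 1. DEN against Sham, the log2 fold change was 1.18 (standard error 0.11, adjusted p = 0.000162), and *Ergic1* overlaps the gene on the other strand. Of 42 MAPK genes tested, 9 were higher after DEN, none was lower and 33 did not pass the test (13 higher and 2 lower when adjusted over the list alone, 11 higher and none lower with all 8 libraries). The median log2 fold change was 0.21 (camera adjusted p = 3.36e-05, and adjusted p = 0.156 with an estimated correlation). *Dusp5*, another MAP kinase phosphatase, and the stress gene *Gadd45b* had log2 fold changes of 2.16 and 1.45. The kinases *Mapk3* and *Map2k3* had log2 fold changes of 0.42 and 0.68, both named after their values were seen. Of 32 Hippo pathway genes and YAP targets, 7 were higher, 4 lower and 21 did not pass (the same numbers when adjusted over the list alone, 6 and 4 with all 8 libraries). *Ccn2*, a matricellular YAP target, rose from 152 ± 45.8 to 772 ± 203 CPM (log2 fold change 2.34, adjusted p = 0.000184), with *Gm15270* on its other strand, and the targets *Ccn1* and *Axl* had log2 fold changes of 1.32 and 1.30. The list's median was 0.12 and its camera adjusted p = 0.0194, but adjusted p = 0.159 with an estimated correlation, 0.057 without Sham replicate 4 and 0.124 with all 8 libraries. Of 29 proliferation genes, 2 were higher, 1 lower and 26 did not pass, with the same numbers when adjusted over the list alone and with all 8 libraries (median 0.17, camera adjusted p = 0.114). By camera the list did pass without DEN replicate 4 (adjusted p = 0.00629) or Sham replicate 4 (adjusted p = 0.0375). *Pcna* and *Mcm6*, of DNA replication, had log2 fold changes of 0.27 (adjusted p = 0.0371) and 0.32 (adjusted p = 0.0435), and *Ccnd1*, a cyclin, of −0.77 (adjusted p = 0.0443). *Pcna* was not called without any 1 of the 7 libraries (adjusted p from 0.0567 to 0.113), *Mcm6* was called only without Sham replicate 4 (adjusted p = 0.049), and *Ccnd1* only without DEN replicate 3 or Sham replicate 1. *Mki67* did not pass (0.29 CPM after DEN, 0.702 CPM after Sham surgery, adjusted p = 0.3995).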

To identify potential transcriptional regulators we compared the DEGs of the MuSC data set with two publicly available lists of murine transcription factors^25,26^, resulting in an overlap of 152 differentially expressed transcription factors (Fig. 5B). Of those, the gene expression of *Jun* and *Fos* family members was increased in MuSCs after denervation. 

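*Fosb*, a subunit of AP-1, was at 49.9 ± 6.67 CPM in DEN libraries (SD, n = 3), 4.32 ± 2.47 CPM in Sham libraries (SD, n = 4) and 39.2 CPM in DEN replicate 1. Its log2 fold change was 3.52 (standard error 0.31, adjusted p = 0.000133). *Jund*, a further subunit, rose from 49.7 ± 7.52 to 107 ± 16.7 CPM (log2 fold change 1.11, adjusted p = 0.000662), and *Gm11175* overlaps it on the other strand. Of 16 AP-1 subunits tested, 7 were higher after DEN, 1 was lower and 8 did not pass the test (8 higher and 2 lower when adjusted over the list alone, 7 and 1 with all 8 libraries). The median log2 fold change was 0.76 (camera adjusted p = 3.36e-05, and adjusted p = 0.156 with an estimated correlation). This list holds *Jun*, *Junb*, *Jund*, *Fos* and *Fosb*, which the paper named from these libraries, so it is not independent evidence. *Atf3* and *Maff* were the higher subunits outside the *Jun* and *Fos* families (2.47 and 0.76), and *Maf* was the lower one (−1.05, adjusted p = 0.012), named after their values were seen. *Fosl2*, of the *Fos* family and also named after its values were seen, did not pass (0.31, adjusted p = 0.244). Beyond AP-1, the myogenic factor *Myf5*, which activated MuSCs express, rose from 252 ± 32.7 to 470.5 ± 47.0 CPM (log2 fold change 0.90, standard error 0.11, adjusted p = 0.000609), with 669 CPM in DEN replicate 1. *Dmrt2*, a regulator of *Myf5*, had a log2 fold change of 1.13 (adjusted p = 0.000252). Of the 9 transcription factors that the paper names, 7 were higher and 2, *Foxo1* and *Foxo3*, were lower, with the same numbers when adjusted over the list alone and with all 8 libraries. The camera adjusted p of this list was 8.66e-05, and adjusted p = 0.159 with an estimated correlation, but the paper picked these genes from the same libraries, so the list is not independent evidence.

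**Figure D2:**
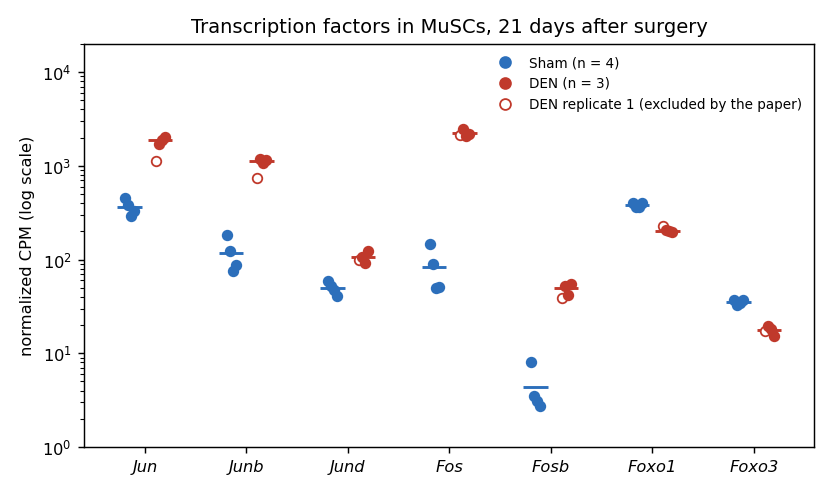
CPM of 7 transcription factors on a log axis in 4 Sham libraries (blue), 3 DEN libraries (red) and DEN replicate 1 (open circle), with bars at the group means. Every DEN library, DEN replicate 1 included, lies above every Sham library for the *Jun* and *Fos* genes and below them for *Foxo1* and *Foxo3*.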

Interestingly, only *Junb* motifs were also found in the top 15 enriched motifs in a HOMER known motif analysis (Fig. 5C). Additionally, we observed a very pronounced upregulation of *Junb* expression in MuSCs after denervation (Fig. 5B, right and Supplementary Fig. 7A). 

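*Junb* (ENSMUSG00000052837, chromosome 8 from 84974484 to 84978718) was at 1134.5 ± 59.2 CPM in DEN libraries (SD, n = 3) and 117 ± 47.8 CPM in Sham libraries (SD, n = 4). This is a log2 fold change of 3.27 (standard error 0.25, adjusted p = 6.62e-05). The highest Sham library was at 182 CPM and the lowest of the 3 DEN libraries at 1067 CPM, and DEN replicate 1 lay between them at 739.65 CPM. With DEN replicate 1 the log2 fold change was 3.14 (adjusted p = 6.72e-05). Other genes of the immediate early response rose with it. Of 24 such genes outside AP-1, 14 were higher after DEN, 1 was lower and 9 did not pass the test (16 and 1 when adjusted over the list alone, 15 and 1 with all 8 libraries). The median log2 fold change was 0.87 (camera adjusted p = 4.84e-10, and adjusted p = 0.156 with an estimated correlation). *Zfp36*, which destabilizes inflammatory mRNAs, rose from 65.03 ± 9.83 to 293 ± 24.0 CPM (log2 fold change 2.17, adjusted p = 5.75e-06), and the transcription factor *Egr3* had a log2 fold change of 3.96. The lower gene was *Cebpb*, a transcription factor, with a log2 fold change of −0.39 (adjusted p = 0.0435), named after its values were seen. Heat shock genes, which also answer stress within minutes, did not move together: of 18 tested, 2 were higher and none lower, with the same numbers when adjusted over the list alone and with all 8 libraries (camera adjusted p = 0.645). The 2 were *Hspb8*, a small heat shock protein, at 1.05 (adjusted p = 0.000282) and *Dnajb1*, a co-chaperone, at 0.52 (adjusted p = 0.0404). *Dnajb1* was not called without DEN replicate 2 (adjusted p = 0.086), DEN replicate 3 (adjusted p = 0.0709), DEN replicate 4 (adjusted p = 0.141), Sham replicate 2 (adjusted p = 0.0647) or Sham replicate 4 (adjusted p = 0.0911).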

To investigate whether induction of *Junb* expression in MuSCs from denervated mice was driven by myofiber-secreted factors, we incubated myoblasts of healthy C57Bl/6 J mice with supernatants from isolated myofibers of Sham or DEN mice. 6 h later, we assessed *Junb* gene expression and detected a clear trend for increased *Junb* expression in myoblasts incubated with supernatant from denervated myofibers (Fig. 5D). To further investigate the role of *Junb* in MuSCs after denervation, we used a publicly available list of Junb target genes^27^ and compared them to significantly upregulated genes (adj. *p*–value < 0.05, log2fc > 0.5) from our DEN MuSCs transcriptome (Supplementary Fig. 7B). 

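*Runx1*, a transcription factor that rises in denervated muscle, was at 90.6 ± 7.02 CPM in DEN libraries (SD, n = 3) and 47.3 ± 10.5 CPM in Sham libraries (SD, n = 4), a log2 fold change of 0.94 (standard error 0.15, adjusted p = 0.00294). *Hmga1*, a chromatin protein, had a log2 fold change of 0.85 (adjusted p = 0.00815). Of the genes higher after DEN, 606 had a log2 fold change above 0.5, and 600 did with DEN replicate 1 included. Leaving out each of the 7 libraries in turn gave 478 to 624 such genes, the fewest without DEN replicate 3. The list of *Junb* target genes was not used here.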

From the 702 DEGs, 409 are Junb target genes, accounting for ~58% of DEGs. By performing ORA and generating enrichment plots of Junb over non-Junb target genes, we identified processes in DEN MuSCs where Junb target genes are involved (Supplementary Fig. 7C). Interestingly, we observed an enrichment of processes like “response to interferon-alpha” and “response to interferon-beta”, which is in line with our GSEA from DEN MuSCs (Fig. 1G), indicating a response to inflammatory signals.

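*Ifitm3*, an antiviral membrane protein induced by interferon, was at 963 ± 98.3 CPM in DEN libraries (SD, n = 3), 576 ± 26.2 CPM in Sham libraries (SD, n = 4) and 875 CPM in DEN replicate 1. The change on the log2 scale was 0.74 (standard error 0.08, adjusted p = 0.000422). Of 36 interferon-stimulated genes tested, 16 were higher after DEN, none was lower and 20 did not pass the test. Adjusted over the list alone 20 were higher, and with all 8 libraries 18. The median log2 fold change was 0.585 (camera adjusted p = 3.41e-09, and adjusted p = 0.159 with an estimated correlation). *Ifitm1*, of the same family, rose from 40.9 ± 3.94 to 76.6 ± 4.25 CPM (log2 fold change 0.91, adjusted p = 0.000282). *Irf9*, which carries the interferon signal to DNA, had a log2 fold change of 0.70, and *Psmb8*, a subunit of the immunoproteasome, of 0.59. *Irf9* shares exon bases with *Rnf31*, and *Psmb8* with *Gm20496* on the other strand. The higher genes numbered 7 without DEN replicate 2 and 9 without Sham replicate 2.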

**Fig. 5:**
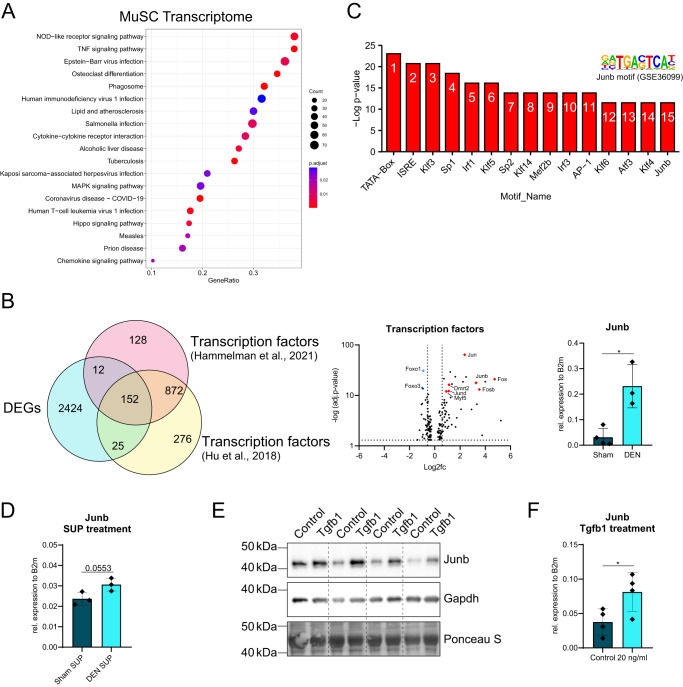
Denervation induces expression of *Junb* in MuSCs. **A** 20 most significant KEGG pathways in MuSCs after denervation identified as activated via GSEA. GeneRatio represents the fraction of enriched genes within a KEGG pathway. **B** Overlap analysis of DEGs from MuSC transcriptome (blue circle) and publicly available lists of mouse transcription factors (red and yellow circle) (left) and Volcano plot of the 152 identified transcription factors in the intersection (middle). Represented is the log2 fold change relative to expression in Sham samples, with selected downregulated genes in blue and upregulated genes in red. Dotted lines mark log2 fold change of -/+ 0.58 and adj. *p*–value < 0.05. qRT-PCR for *Junb* mRNA in MuSCs of Sham or DEN operated mice (right). **C** HOMER known motif analysis showing top 15 motif enrichments in denervated MuSCs. **D** qRT-PCR for *Junb* mRNA in myoblasts that were treated for 6 h with supernatant (SUP) of myofibers from Sham or DEN operated mice. **E** Western blot analysis of Junb protein level in lysates of myoblasts cultured under growth conditions. Myoblasts were treated either with 20 ng/ml Tgfb1 recombinant protein or solvent control (0.1% BSA in 10 mM citric acid). **F** qRT-PCR for *Junb* mRNA in cultured myoblasts after treatment with Tgfb1 recombinant protein. *n* = 3–4 animals per surgery/treatment group, each data point represents one biological replicate. Statistical testing was done by unpaired two-tailed *t*-test with Welch’s correction. Error bars represent SD. (*) *p* < 0.05.

As Tgfb1 was strongly induced in myofibers after denervation (Fig. 4A and Supplementary Fig. 7D) and accumulated in the supernatant of myofibers from DEN mice (Fig. 4D), we tested whether Tgfb1 alone was able to induce *Junb* expression in myoblasts (Fig. 5E, F). Although it has been shown before that Tgfb can induce *Junb* expression, for example during breast cancer invasion^28^, it is unknown whether *Junb* in MuSCs is a target gene of myofiber-secreted Tgfb1 in denervated muscle. Strikingly, *Junb* expression and protein abundance in MuSCs were increased after incubation with Tgfb1, indicating that Tgfb1 is acting as one of the upstream regulators of Junb (Fig. 5E, F). Together, we demonstrate here that denervation alters the myofiber secretome, which then drives gene expression changes in MuSCs, leading to altered functionality (Fig. 6).

**Fig. 6:**
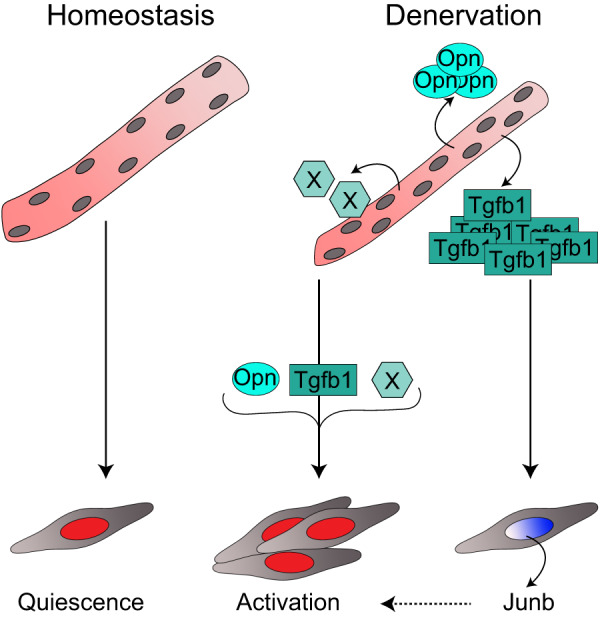
Graphical summary. Skeletal muscle denervation is driving MuSCs activation by myofiber-secreted factors.

## Discussion

Here, we show an increase in the number of MuSCs in total and specifically proliferating MuSCs with a peak at 21 d after denervation. Furthermore, we demonstrate that the myofiber secretome changes after denervation, which then causes MuSCs to undergo profound alterations, ultimately leading to an impaired regenerative capacity. Of note, we suggest that the alterations in MuSCs are dynamically regulated since MuSCs contributed similarly to myofibers independent of the innervation status of the donor or the recipient. Moreover, we detected an increased secretion of Tgfb1 from myofibers after denervation surgery, inducing the expression of *Junb* in myogenic cells.

While we identified an increase in the number of MuSCs after 21 days of denervation, we speculated that MuSC alterations after denervation are – to some extent – driven by modifications in the stem cell niche. Along these lines, snRNAseq analyses demonstrated that denervation causes a dramatic decline of ligand-receptor interactions between myofibers and muscle resident cells such as MuSCs, leading to an overall reduction of intercellular communication in denervated muscles^29^.

We demonstrate that factors released from myofibers after denervation cause MuSC alterations on the gene expression level and myogenic commitment. We identified an increased secretion of Tgfb1 from myofibers after denervation, causing enhanced expression of *Junb* in myogenic cells. Of note, Tgfb1, a secreted cytokine, plays a central role in inflammation and fibrosis, especially during tissue regeneration^30^, phenotypes we observed in muscles after denervation and which were reported previously^31^. Interestingly, inhibition of the enzyme 15-PGDH, a contributing factor to muscular atrophy during aging and after sciatic nerve transection, caused a reduction in the Tgfb-signaling pathway concomitant with a decrease in the expression of several key components of the pathway^7^. Strikingly, 15-PGDH gene expression was also significantly increased in our data set of denervated myofibers compared to control (data not shown) suggesting a link between increased 15-PGDH expression and Tgfb1 secretion by myofibers after denervation contributing to myofiber atrophy.

Further analyses of the transcriptome of MuSCs after denervation revealed, in addition to the strong induction of *Junb* gene expression, an activation of the MAPK signaling pathway and an enrichment of Junb motifs, which is in line with recent transcriptome analyses that indicated an activation of the MAPK signaling pathway and an upregulation of *Junb* mRNA in TA muscle after denervation^29,32^. Lin et al. speculate that Fgf13, which is secreted by myofibers and significantly upregulated in denervated myofibers both in their data set and in the data presented here, could activate MAPK signaling, as the MAPK pathway is a known downstream pathway of the FGF family. However, although Lin et al. observed an activation of the MAPK signaling pathway in MuSCs and an increase of *Fgf13* gene expression in myofibers after denervation, they did not detect major changes in MuSC numbers as we describe here. These discrepancies might arise from experimental differences like time points analyzed (14 vs 21 d after DEN), differences in the isolation protocol (nuclei vs FACS-purified MuSCs) or analysis method (snRNAseq with bioinformatic analyses vs. immunofluorescence stainings and bulk RNAseq)^29^.

*Junb* is one of the downstream effector genes of MAPK signaling, which can be activated by Tgfb and Bmp2 while *Junb* overexpression alone is sufficient to impair myogenic differentiation^30,33,34^. However, it was also shown that *Junb* is involved in early MuSC activation after injury, inducing the regenerative response. Interestingly, when comparing the signatures of MuSCs after denervation with the ones of MuSCs after injury of skeletal muscle, we found that in both cases *Junb* is upregulated. A study by Almada et al. described that *FOS* and other transcription factors from the AP1-family (including *Junb*) were rapidly induced within hours after muscle damage^35^. Along those lines, *Junb* expression was shown to be upregulated as early as 0.5 h after muscle injury and returning to baseline by 32 hpi, indicating its involvement in early MuSC activation and proliferation in the regenerative response^36^.

Moreover, it was described that *FOS*-expressing MuSCs are primed for a fast induction of proliferation and thereby muscle regeneration responses. Additionally, the direct *FOS*-target gene *Art1* was determined as a possible mediator of the very early transition from quiescence to activation. Interestingly, *Art1* was also significantly upregulated in our data set of MuSCs after denervation in addition to the increased gene expression of *Fos* and *Junb* (data not shown). Therefore, MuSCs from DEN muscles might express constantly high levels of *Junb*, inducing activation of MuSCs via *Art1* but blocking functional myogenic differentiation, causing an impaired response.

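*Art1*, an enzyme that attaches ADP-ribose to proteins at the cell surface (ENSMUSG00000030996, chromosome 7 from 102101743 to 102113933), was at 2.79 ± 0.428 CPM in DEN libraries (SD, n = 3) and 0.789 ± 0.589 CPM in Sham libraries (SD, n = 4). DEN against Sham, the log2 fold change was 1.83 (standard error 0.45, adjusted p = 0.0274), and 1.84 (adjusted p = 0.0156) with DEN replicate 1, which was at 2.93 CPM. The gene was covered by 73 to 93 counts in each DEN library and 13 to 49 in each Sham library, and overlaps *Chrna10* on the other strand. It was not called without DEN replicate 2 (adjusted p = 0.086), DEN replicate 3 (adjusted p = 0.0521), DEN replicate 4 (adjusted p = 0.0792), Sham replicate 1 (adjusted p = 0.0563), Sham replicate 2 (adjusted p = 0.0587) or Sham replicate 3 (adjusted p = 0.0668).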

Although Tgfb1 was shown to inhibit myoblast fusion and differentiation, the effect of Tgfb1 on myoblast proliferation seems to be context dependent^30,37,38^. Reduction of the aberrant *Junb* expression in MuSCs or reduction of Tgfb1 levels in denervated muscles might be an additional starting point for improving MuSC functionality and thereby whole muscle health after loss of innervation. In addition to Tgfb1, other trophic factors are secreted by myofibers after denervation, such as Opn, similar to recent studies which observed alterations in trophic factors secreted by collapsed myofibers affecting MuSC proliferation^39^ and niche-secreted factors like WISP1 secreted by FAPs or Oncostatin M secreted by myofibers, both affecting MuSC behavior^3,40^. After denervation, the number of MuSCs and especially proliferating MuSCs increased, which is in line with a previous report demonstrating that MuSCs sense the loss of NMJ integrity after denervation and adapt in order to support re-innervation^17^. Surprisingly, a drastic decline of Pax7^+^ MuSCs was reported in immobilized fetal chicken^41^. Muscle contractions were experimentally blocked leading to atrophy and reduced numbers of myogenic progenitors. In DEN muscles, contractions are also disabled but no decline in MuSC numbers was observed. Possibly, the absence of the nerve in DEN muscles is inducing regeneration-like signals causing MuSCs to break quiescence and activate while the contact with the nerve is still established in the immobilization model. On the contrary, recent studies by the Puri group^9,10,42^ did not observe major changes in the MuSC population, but rather in muscle-resident glia cells, activated fibroblasts and FAPs after loss of innervation. By performing extensive scRNAseq and snATAC-seq analyses, Nicoletti et al.^42^ identified muscle resident glia cells and Thy1/CD90-expressing mesenchymal cells as the two main cell types responding to denervation. Moreover, both cell types communicated via NGF/ NGFR signaling in order to repair the damaged NMJ, which is hampered by the denervated environment. Earlier, Proietti et al. identified a muscle-resident Itga7^+^ glia cell population that shows substantial alterations in the gene expression landscape after loss of innervation accompanied by an increase in cell number^10^. In our study, MuSCs were identified as α7-integrin^+^ - Sca-1^-^ - CD11b^-^ - CD31^-^ - CD45^-^ and therefore, this population could also contain muscle resident Itga7^+^ glia cells. Although there was no difference observed in the percentage of Pax7^+^ cells within the α7-integrin^+^ cell population between Sham and DEN muscles, only 85% of the cultured α7-integrin^+^ cells were Pax7^+^ . Thus, we cannot exclude that other α7-integrin expressing cell types were co-isolated with the MuSC population. 

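*Ngfr*, the low-affinity nerve growth factor receptor of repair glia (ENSMUSG00000000120, chromosome 11 from 95568818 to 95587735), was at 21.2 ± 5.38 CPM in DEN libraries (SD, n = 3), 5.08 ± 1.28 CPM in Sham libraries (SD, n = 4) and 10.9 CPM in DEN replicate 1. Its log2 fold change was 2.06 (standard error 0.22, adjusted p = 0.000382). *Mbp*, a main protein of myelin (ENSMUSG00000041607, chromosome 18 from 82475146 to 82585637), fell from 95.4 ± 24.0 to 30.5 ± 4.70 CPM, with 14.5 CPM in DEN replicate 1 (log2 fold change −1.64, standard error 0.18, adjusted p = 0.000413). Of 16 markers of myelinating Schwann cells tested, 6 were lower after DEN, 2 were higher and 8 did not pass the test (10 and 3 when adjusted over the list alone, 7 and 3 with all 8 libraries). The median log2 fold change was −1.03 (camera adjusted p = 0.00829, and adjusted p = 0.540 with an estimated correlation). The myelin genes *Cldn19* and *Mag* had log2 fold changes of −2.09 and −1.43, while *Gldn*, an adhesion protein of the node of Ranvier, was higher at 1.81. Of 16 markers of non-myelinating and repair glia, 8 were higher, 2 lower and 6 did not pass (11 and 3 when adjusted over the list alone, 9 and 2 with all 8 libraries; median 0.89, camera adjusted p = 0.00144, and adjusted p = 0.159 with an estimated correlation). *Cdh19*, a cadherin of glial cells, rose from 7.89 ± 0.775 to 24.0 ± 7.88 CPM (log2 fold change 1.61, adjusted p = 0.000662), and the glial collagen gene *Col20a1* was lower at −1.78.

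Markers of further cell types showed smaller or mixed differences, but those of smooth muscle and pericytes were abundant in both groups. Their mean log2 CPM was 7.86 to 8.02 in the 3 DEN libraries, 7.93 to 8.23 in the Sham libraries and 7.64 in DEN replicate 1. In each library this was the highest mean among the lists of other cell types, and which cells hold these transcripts was not tested. Of 16 smooth muscle and pericyte markers, 2 were higher and 3 lower (3 and 5 when adjusted over the list alone, 2 and 5 with all 8 libraries; camera adjusted p = 0.52). The contractile genes *Synpo2* and *Myh11* had log2 fold changes of 0.73 and −0.61. *Kcnj8*, a potassium channel of pericytes, was at 0.41 (adjusted p = 0.0236), with calls lost without DEN replicate 2 (adjusted p = 0.0905), DEN replicate 3 (adjusted p = 0.0783), Sham replicate 2 (adjusted p = 0.0502) or Sham replicate 4 (adjusted p = 0.0573). Only 1 marker of this list was lower without DEN replicate 2, DEN replicate 3 or Sham replicate 3. Of 15 markers of fibro-adipogenic progenitors, 2 were higher and 4 lower (4 and 5 when adjusted over the list alone, 1 and 4 with all 8 libraries; camera adjusted p = 0.743). The matrix genes *Smoc2*, *Mfap5* and *Dcn* had log2 fold changes of −1.56, −1.29 and −1.40, and the lipocalin *Apod* was higher at 0.69. Of 16 endothelial markers, 1 was higher and none lower (none of either when adjusted over the list alone, and 2 lower with all 8 libraries; camera adjusted p = 0.869). This was *Fabp4*, a fatty acid carrier, at 0.94 (adjusted p = 0.0492), which did not pass by DESeq2 (adjusted p = 0.0779) or with all 8 libraries (adjusted p = 0.0947) and was called only without DEN replicate 2 when libraries were left out. None of 8 tenocyte markers was called by edgeR or DESeq2, and 1 had an unadjusted p under 0.05 (camera adjusted p = 0.756).

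**Figure D3:**
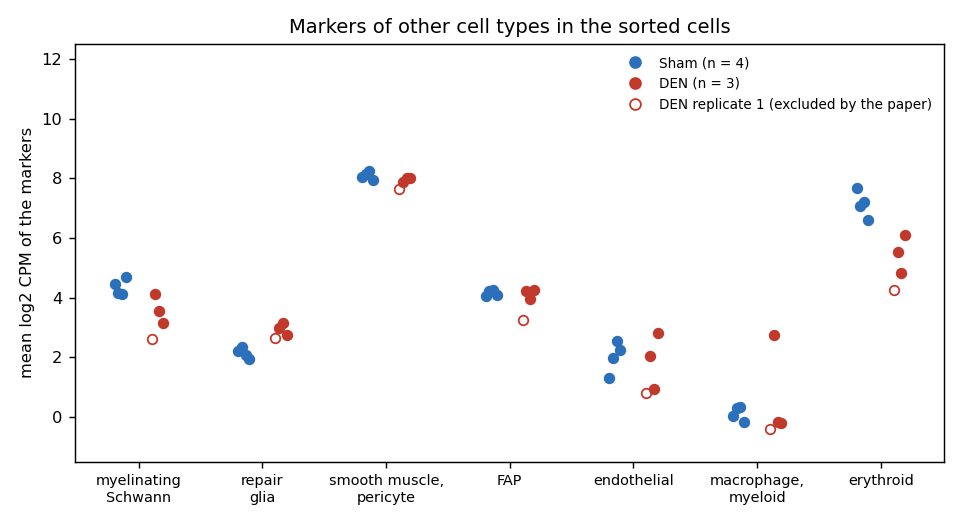
Mean log2 CPM of the markers of 7 cell types in 4 Sham libraries (blue), 3 DEN libraries (red) and DEN replicate 1 (open circle), 1 point per library. DEN libraries lie below Sham libraries for erythroid markers and above them for repair glia markers, and DEN replicate 2 alone stands high for macrophage and myeloid markers.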

To further determine whether this is the case, we used the transcriptome data set of Sham and DEN MuSCs and investigated the expression of glia cell and MuSC markers suggested by Proietti et al. Interestingly, some of the glia cell markers, like Ngfr, were indeed significantly enriched in our FACS-isolated Itga7^+^ cells (data not shown) while others showed a reduction (e.g. Mbp). Therefore, it is possible that MuSCs either changed their expression profile towards a glia cell like gene signature following denervation or that the FACS-isolated Itga7^+^ cells also contain other cells, like muscle-resident glia cells. Although we cannot rule out the possibility that our MuSC data sets contain small fractions of other cell populations, we did observe a clear and reproducible increase in the number of Pax7^+^ cells on muscle cross sections from denervated mice, suggesting that muscle stem cells display significant alterations following denervation. Interestingly, the higher number of myogenic cells per myofiber after denervation observed here was sustained over the time of culture while the activation potential was not altered, suggesting that MuSCs are still functional after denervation when removed from the denervated microenvironment. This further supports our notion that factors from the niche – including changes in the secretome of myofibers – are the main cause of changes in MuSCs after denervation and that alterations in MuSCs are at least partially reversible. Indeed, we found that MuSC engraftment and fusion potential were not affected by host or donor innervation state. This is in line with a study showing that transplantation of MuSCs from an innervated or denervated donor into long-term denervated muscle produced comparable numbers of donor MuSC-derived myofibers^12^, indicating that the intrinsic fusion potential of MuSCs is independent of innervation. In contrast, a recent study observed an increase in donor MuSC-derived myofibers after transplantation when muscle injury was combined with a nerve crush injury in the recipient mice 28 days after transplantation^43^. Possibly, the reduced severity of the nerve crush injury created an environment that allowed for more efficient MuSC engraftment or differentiation dynamics.

The changes in the niche – including alterations in the myofiber secretome – also affect MuSC behavior after injury and thereby regeneration of skeletal muscle. The effects on MuSCs observed in this study are immediate, since denervation in combination with a CTX injury resulted in impaired regeneration, suggesting that a therapy for improving MuSC functionality should start immediately after such an injury. While a study in long-term denervated muscles (3–12 months) did not observe a reduction in the regenerative potential of the resident MuSCs^12^, the acute denervation performed here at the same time as the muscle injury seemed to impact MuSCs differently compared to a muscle injury in long-term denervated muscle. A recent study showed that the combination of muscle injury with a nerve crush led to an increase of eMHC positive myofibers^43^, which is similar to the results obtained here after sciatic nerve transection. Furthermore, it was shown that reinnervation after injury of skeletal muscle is taking place around day 8 after injury^21^. This is suggesting that the immediate loss of innervation combined with the prevention of reinnervation is causing the impaired regeneration of skeletal muscle observed here.

In conclusion, we show that denervation leads to changes in the MuSC niche, especially the myofiber secretome including Tgfb1, which then causes alterations in MuSCs, such as enhanced *Junb* expression and impaired functionality. The findings presented here unravel some of the components and pathways that are causing impaired MuSC functionality after denervation and could therefore help to prevent or revert this phenotype, thereby improving regeneration of skeletal muscle in neuromuscular pathologies and after acute injuries.

## Methods

### Animals and surgical procedures

All animal procedures were performed in accordance with the national regulations for animal experimentation and approved by the Thüringer Landesamt für Verbraucherschutz (license number FLI-17-015).

Young (2–6 month) male C57BL/6 J mice were obtained from Janvier or bred in-house. CAG-GFP (JAX: 003291)^23^ donor mice were bred in-house. All mice were housed at the Leibniz Institute on Aging – Fritz Lipmann Institute under specific-pathogen-free conditions on a 12/12 h light/dark cycle in individually ventilated cages under constant humidity and temperature and received standard chow and water *ad libitum* according to the directive 2010/63 EU and GV SOLAS. Mice were sacrificed using CO_2_ inhalation at the time points indicated in the respective schematics in the figures.

The *tibialis anterior* (TA) muscle was injected with 50 µl of 20 µM cardiotoxin (CTX, Latoxan) in 0.9% NaCl using a 29-gauge needle as described before^44^.

For unilateral sciatic nerve transection (denervation, DEN), a small skin incision was made at the mid-thigh region, the sciatic nerve was exposed and a ca. 0.3 cm long piece of nerve was cut out. In the control animals (Sham surgery), the sciatic nerve was located without transection.

Young male and female donor CAG-GFP mice were subjected to Sham or DEN surgery, sacrificed 21 days later and 10.000 FACS-isolated GFP positive MuSCs in 25 µl 0.9% NaCl were immediately injected with a 29 gauge needle intramuscularly into the TA muscle of C57BL/6 J recipient mice. Recipient mice received a CTX injury of the TA muscle together with either Sham or DEN surgery two days prior to transplantation and an implantation of an osmotic pump containing 25 mg/ml FK-506 in 70% ethanol with a release rate of 0.25 µl/h over a duration of 28 days.

For all surgical procedures (performed under anesthesia), analgesics (1 mg/ kg Meloxicam subcutaneously) were administered.

### Muscle cross section analysis

Muscles were harvested and used for cryosectioning and immunofluorescence staining as described earlier^44^. TA muscles transplanted with GFP positive MuSCs were fixed in 2% PFA for 3 h at room temperature (RT) and a sucrose gradient was applied for three consecutive nights (10% → 20% → 30% sucrose in ddH_2_O) before freezing in liquid nitrogen. Sections were not additionally fixed for eMHC staining. Cross sections from transplanted muscles were additionally fixed in 2% PFA for 30 min before immunofluorescence staining. Afterwards, antigen retrieval was performed in a decloaking chamber (Biocare Medical) for 10 min at 95 °C using 1 x HIER antigen retrieval buffer (Abcam) before the staining was proceeded. Primary and secondary antibodies are listed in Table 1 and 2 in the supplemental information. Microscopic images were acquired on an upright Axio imager microscope from Zeiss with a 20x objective.

Masson Trichrome staining was performed with the HT15-1KT kit (Sigma Aldrich) according to the manufacturer’s protocol and sections were analyzed using Qupath 0.2.3^45^.

### Single myofiber analysis

Single myofiber isolation was performed as described earlier^46^. Briefly, *extensor digitorum longus* (EDL) muscles were carefully excised from tendon to tendon and digested in a 0.2% collagenase (w/v) solution for 60–90 min at 37 °C, thereby eliminating cells that are not under the basal lamina. Single myofibers were obtained by carefully triturating the digested muscle with a horse serum coated glass Pasteur pipet with a broken-off heat polished tip. 50–100 single, non-contracted myofibers were used for each experimental condition. For RNA sequencing, myofibers were directly transferred to TRIzol reagent for RNA isolation. For immunofluorescence staining, myofibers were either immediately fixed after isolation or cultured for up to 72 h at 37 °C and 5% CO_2_ before fixation and staining. Recombinant proteins or solvent controls were directly added to the medium and myofibers were incubated for the respective amount of time. For Opn, Ostn and Chrd recombinant proteins 0.1% BSA in PBS was used as a solvent control, for Tgfb1 0.1% BSA in 10 mM citric acid was used. Opn alone was used in a concentration of 3 µg/ml. In the recombinant protein cocktail, all factors were used in a final concentration of 1 µg/ml. Tgfb1 recombinant protein was used in a final concentration of 20 ng/ml.

Myofiber supernatants were collected from cultured myofibers at the respective times and immediately used in a 1:1 ratio with fresh culture medium. Control (msIgG) or blocking antibody (1 µg/ml nTgfb1) were directly added to the medium and myofibers were incubated for the 72 h. The components used for myofiber experiments are listed in Table 3 in the supplemental information.

### ELISA

Myofiber culture supernatants were collected after 4 h for ELISA analysis of Opn and Tgfb1 protein according to the manufacturer’s protocols (Thermo Fisher Scientific, EMSPP1, Invitrogen™ BMS6084). The absorbance was measured at a wavelength of 450 nm and concentrations of the candidate proteins were determined from the standard curve using an ELISA calculator (https://www.arigobio.com/ELISA-calculator).

### FACS-isolation of MuSCs

Hind limb muscles were harvested, minced with scissors and digested enzymatically with collagenase B (10 mg/ml, Roche) and dispase II (4 mg/ml, Roche) in PBS at 37 °C for 30 min under trituration every 10 min. The suspension was mixed with growth medium (Ham’s F-10 Nutrient Mix + 20% FBS + 1x P/S + 2.5 ng/ml bFGF), filtered through a 74 µm pore size strainer (Corning Life Sciences), spun down and resuspended in FACS buffer (PBS with 2% FBS) with the respective antibodies listed in Table 4 in the supplemental information. After 15 min incubation on ice, samples were spun down, resuspended in FACS buffer and filtered through a 35 µm nylon mesh (Corning Life Sciences) before 1 mM SYTOX^TM^ Blue dead cell stain was added 1:1000. MuSCs were identified as α7-integrin^+^ - Sca-1^-^ - CD11b^-^ - CD31^-^ - CD45^-^ - Sytox^-^ using a FACSAria III with Diva software v8.0.1 (BD Life Sciences). For MuSCs from CAG-GFP mice cells were additionally sorted for GFP signal. Isolated α7-integrin^+^ cells from muscles of Sham or DEN operated mice were seeded on a collagen – coated cell culture plate and allowed to attach in growth medium at 37 °C, 5% CO_2_ and 20% O_2_. Afterwards, cells were stained for the canonical MuSC marker Pax7 and the percentage of Pax7^+^ cells was determined.

### Myoblast culture

FACS-isolated MuSCs were seeded on collagen-coated culture plates in growth medium (see “FACS-isolation”) at 37 °C, 5% CO_2_ and 20% O_2_. For analysis of *Junb* gene expression and protein abundance, myoblasts were seeded and allowed to attach for at least 24 h. Then, medium was replaced by medium containing the solvent control (0.1% BSA in 10 mM citric acid), 20 ng/ml Tgfb1 recombinant protein or Sham/ DEN myofiber supernatant. At the respective time point, cells were harvested for RNA or protein isolation.

### RNA sequencing and analysis

Sequencing of RNA samples was performed using Illumina’s next-generation sequencing methodology^47^. TA muscles or EDL myofibers were homogenized in TRIzol reagent and RNA was isolated according to the manufacturer’s protocol (VWR, 30-2010). RNA was resolved in nuclease free water and RNA quality was assessed with the Agilent 4200 Tapestation and RNA screen tape. Library preparation was performed using the NEBNext Ultra II directional RNA kit with polyA molecule selection and unique dual indexing. For sequencing, the NovaSeq6000 SP system was used (single-end, 101 bp).

MuSCs were FACS-isolated and sorted directly into lysis buffer containing β-mercaptoethanol from the RNeasy Micro Kit (Qiagen) and samples were processed according to the manufacturer’s protocol. RNA quality was assessed with the Agilent 2100 Bioanalyzer and RNA 6000 pico kit. Library preparation was performed with a two-step approach: (1) introducing 4 ng of total RNA to the SMART-Seq® v4 Ultra® Low Input RNA Kit for Sequencing (Takara) for full-length cDNA synthesis was followed by (2) introducing 300 pg of full-length cDNA to the Nextera XT DNA Library Preparation Kit (Illumina). For sequencing, the NextSeq 500 high-output system was used (single-end, 75 bp).

Data were extracted using the bcl2FastQ v2.20.0.422 conversion software. Adapter trimming was performed with CutAdapt v2.1 (-m 30 –a ADAPER-SEQUENCE)^48^. Mapping of data was done using TopHat v2.1 (–no-convert-bam –no-coverage-search -x 1 -g 1)^49^ with the *Mus musculus* GRCm38.100 genome as a reference^50^. Reads per gene were counted with featureCounts v1.6.5 (-s 2: TA/EDL or –s 0: MuSCs)^51^. The counts were imported into the statistical computing environment R (v.3.6.3). DEseq2 package v1.26.0^52^ was applied in order to detect differentially expressed genes (DEGs). The *p*-values were calculated using the Wald significance test followed by correction for multiples testing using the Benjamini & Hochberg procedure. Genes with adjusted *p*-values < 0.05 were considered to be differentially expressed. Fold changes (and log2 fold changes) were calculated based on reads per million mappable reads (RPMs).

The multidimensional scaling (MDS) was done as follows: Based on gene counts a matrix of spearman correlation coefficients of all vs. all samples was made (R function cor: method = ”spearman”). For computing the Euclidean distances, the correlation coefficients were subtracted from 1 (1 rs) followed by computing of distances (R function dist: method = “euclidean”). The distance matrix was used to perform the MDS (R function cmdscale: eig = TRUE, k = NumberOfSamples-1). First vs. second dimension data were plotted using R package ggplot2 v3.3.2^53^. By manual inspection of the MDS plot, sample “MuSC 09” was determined to be an outlier and was excluded from further analysis (plot not shown).

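DEN replicate 1, the library left out as MuSC 09, was near the other DEN libraries for some genes and apart from them, toward the Sham libraries, for others. These are readings of 1 library, so a departure in a single gene is descriptive. *Ccn5* was at 209 CPM, beside 194 ± 38.11 CPM in the other DEN libraries (SD, n = 3) and 10.3 ± 3.17 CPM in the Sham libraries (SD, n = 4). *Col8a1* was at 173 CPM, beside 180.5 ± 47.8 CPM (SD, n = 3) and 12.7 ± 1.42 CPM (SD, n = 4). *Cldn1*, which falls after DEN, was at 5.03 CPM, beside 3.75 ± 2.19 CPM (SD, n = 3) and 35.4 ± 5.82 CPM (SD, n = 4). *Dmp1*, at 16.2 CPM beside 48.7 CPM, *Jun*, at 1121 CPM beside 1881.5 CPM, and *Socs3*, at 234 CPM beside 375 CPM, were below the other DEN libraries. The mean log2 CPM of the developmental and slow contractile genes was 1.84, within the Sham range of 1.70 to 2.07, where the other DEN libraries were at 2.92 to 3.15. This mean hides differences between members, as *Csrp3* stayed above every Sham library while *Myh7* was undetected. The adult fast myofiber genes went the other way in DEN replicate 1, with a mean log2 CPM of 4.51, the highest of the 8 libraries (4.18 to 4.31 in the other DEN libraries and 3.21 to 3.57 in the Sham libraries). Over the 1853 DEGs found without this library, its difference from Sham was 0.851 times that of the other DEN libraries (0.79 to 0.909 over the 6 ways to divide the Sham libraries), and 94.3% of these genes moved in the same direction. Such a slope, with each of the other DEN libraries left out in turn, was 0.854, 0.859 and 0.766, with 98.4%, 98.2% and 97.4% of the genes in the same direction. These slopes rest on 1098 to 1304 DEGs and on fewer DEN libraries, so they are not directly comparable with that of DEN replicate 1. In a scaling of all 8 libraries DEN replicate 1 stood apart on the second dimension, at 0.0396, where the other DEN libraries were at −0.024 to −0.0141. On the first dimension, which separates the surgery groups, it was at 0.0383. There it lay farther from the Sham libraries (−0.0271 to −0.0233) than the other DEN libraries did (0.0158 to 0.028). Its mean Spearman correlation with the other DEN libraries was 0.951, where theirs were 0.954 to 0.955. With the Sham libraries it was 0.945, also the lowest of the DEN libraries (0.949 to 0.953 for the others).

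**Figure D4:**
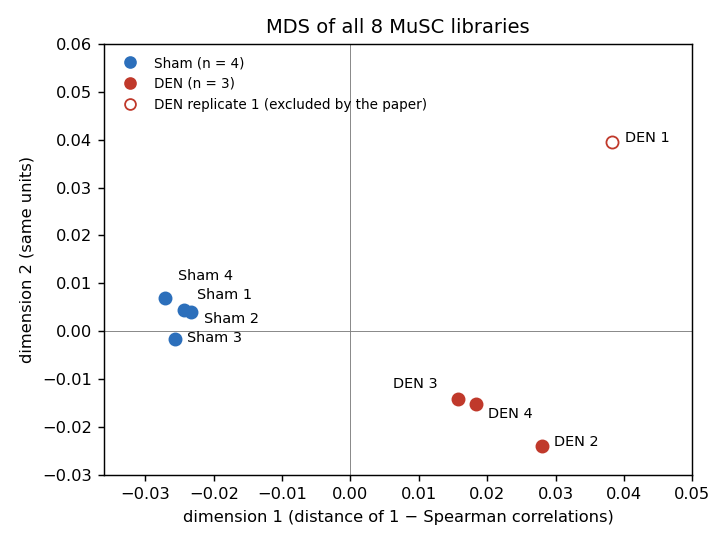
First and second dimension of a multidimensional scaling of all 8 libraries, from distances of 1 minus the Spearman correlation of counts; each point is 1 library, and the open circle is DEN replicate 1. The first dimension (32.2% of the variation) separates DEN from Sham, and the second (15.9%) sets DEN replicate 1 apart from the other DEN libraries.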

The DAVID database (https://david.ncifcrf.gov/tools.jsp) was used to screen for predicted secreted/ extracellular factors. Venn diagrams were generated using the online tool Interactivenn^54^ and edited using Adobe Illustrator.

Gene set enrichment analysis (GSEA) was done with the gseGO or gseKEGG functions of the R-package clusterProfiler v4.2.2^55^ based on sorted log2 fold change values. For this, all genes from the DESeq2 analysis were considered, having a valid log2 fold change value. Gene ontology (GO) terms were consolidated with the simplify function. Prior to gseKEGG, the gene identifiers were mapped from Ensembl to Entrez scheme. Figures were generated with the dotplot function. DEGs of MuSCs after denervation were compared to two lists of transcription factors (TFs), downloaded from https://github.com/gifford-lab/ReprogrammingRecovery/blob/main/data/mouse_ensemble_tfs_from_lambertetal_isyes.unique.txt^25^ (*n* = 1374) and http://bioinfo.life.hust.edu.cn/static/AnimalTFDB3/download/Mus_musculus_TF^26^ (*n* = 1636). Both lists were intersected with all detected genes in MuSCs after denervation to exclude TFs that are not represented in our analysis resulting in 1164 and 1325 TFs, respectively, which were compared to 2613 DEGs and visualized as a Venn diagram. To analyze pathways that are changed in MuSCs upon denervation, we performed overrepresentation analysis (ORA) with WebGestaltR (0.4.6). Here, genes were included in the analysis with a log2 fold change >0.5 and a padj < 0.05. To perform a differential analysis between Junb and non-Junb targets, the same analysis was performed similarly. The enrichment scores were then used to identify changes that are specific for Junb targets: Enrichment_ratio (Junb) / Enrichment_ratio (non-Junb). To compare the transcriptional changes occurring in our DEN data sets to the changes that occur during regeneration upon muscle injury, we downloaded the gene expression data from the following data set from GEO: GSE121589^56^. Here, genes that were differentially expressed upon denervation, were tested in the regeneration data sets using Z-score normalized gene expression data of the published data set and plotted as a heatmap in R by ComplexHeatmap (2.15.4).

### Proteomic analyses

MuSCs were FACS-sorted into 2x lysis buffer and processed for MS-based proteome analysis as described^57^. A minimal cell number of ~100.000 cells per sample was used for each replicate. Briefly, samples were lysed and homogenized, boiled at 95 °C for 10 min and sonicated at 20 °C. After incubation with dithiothreitol (final concentration 10 mM, 45 °C) and addition of iodoacetamide (final concentration 15 mM, RT in the dark), samples were incubated with eight volumes ice-cold 100% acetone at -20 °C over night before washing twice with 80% ice-cold acetone. The pellet was air-dried, digested (3 M Urea and 100 mM HEPES, pH = 8) and sonicated. Addition of Lys-C (final concentration 0.05 µg/µl, 4 h at 37 °C) was followed by 1:1 dilution with HPLC water and Trypsin digestion (1:100 enzyme: protein ratio) over night at 37 °C. Samples were acidified by addition of 10% trifluoroacetic acid to a final of 1% and desalted using a Waters Oasis HLB μElution Plate 30 µm (Waters, #186001828BA) according to the manufacturer’s instruction. Eluted samples were dried in a SpeedVac at 45 °C before reconstitution to 1 µg/µl in 10 µl of buffer (0.1% formic acid in 5% acetonitrile in HPLC water) and homogenization. The iRT kit was used as an internal control in a dilution recommended by the manufacturer. Peptides were separated using the nanoAcquity UPLC MClass system (Waters) with the Proxeon nanospray source. For data acquisition and processing of the raw data Xcalibur v4.0, Tune v2.1 (Thermo Fisher) and Spectronaut v13.1 (Biognosys) were used with the default settings.

### cDNA synthesis and qRT-PCR

cDNA synthesis was performed with the iScriptTM cDNA synthesis kit (Bio-Rad) according to the manufacturer’s protocol. Quantitative real time PCR (qRT-PCR) was performed using diluted cDNAs with the iQ SYBR green supermix (Bio-Rad) according to the manufacturer’s protocol on a Stratagene 3000 cycler (Agilent Technologies) with the MX pro software. Expression levels are presented relative to a housekeeping gene and were calculated from the C_T_-values according to the 2^-ΔΔCt^ method^58^. Each cDNA template was used in technical duplicates or triplicates; mean values were used for further calculations. Primers are listed in Table 5 in the supplemental information.

### Western blot

Snap frozen muscle, isolated myofibers or myoblasts were lysed and homogenized in RIPA buffer containing PhosSTOP (Roche) and Protease STOP (Roche) for 20 min on ice. Samples were boiled at 99 °C for 5 min and 20–30 µg of protein were used for separation on Bis-TRIS gels by SDS-PAGE and blotting onto a PVDF membrane. Membranes were stained with Ponceau S solution as loading control. Membranes were incubated in 5% milk in TBS-T for 1 h at RT followed by incubation with the respective primary and secondary antibodies in 5% milk in TBS-T. Detection was carried out using the Pierce™ ECL Western Blotting Substrate (Thermo Fisher Scientific) and the ChemiDoc MP imaging system (Bio-Rad).

Primary and secondary antibodies are listed in Table 1 and 2 in the supplemental information.

### Statistical analyses

All figures were assembled with Adobe Illustrator. Statistical analyses were performed using GraphPad Prism. Each experiment was performed at least in biological triplicates. Data are represented as mean and error bars represent standard deviation (SD). The statistical test applied for each experiment is specified in the respective figure legend. The statistical significance is indicated in the figures by stars, with a *p*-value lower than 0.05 being considered significant. A *p*-value lower than 0.05 is symbolized by one star (*), *p* < 0.01 by two stars (**), *p* < 0.001 by three stars (***) and *p* < 0.0001 by four stars (****).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

### Supplementary information

Supplemental Material

Reporting Summary

## Data Availability

The RNA sequencing data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^59^ and are accessible through GEO Series accession numbers GSE217928 and GSE217929. Sample IDs are listed in Table 6 in the supplemental information. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^60–62^ partner repository with the dataset identifier PXD036993.

# Supplementary material for: Denervation alters the secretome of myofibers and thereby affects muscle stem cell lineage progression and functionality
**Source:** NPJ Regen Med. 2024 Mar 1;9:10. doi: 10.1038/s41536-024-00353-3
**Supplement:** Supplementary file 1 — Supplemental Material

Denervation alters the secretome of myofibers and thereby affects muscle stem cell lineage progression and functionality

Henriette Henze¹, Sören S. Hüttner¹, Philipp Koch¹, Svenja C. Schüler¹, Marco Groth¹, Björn von Eyss¹ and Julia von Maltzahn^{1,2}

Supporting information

Supporting figures:

Supplementary Figure 1

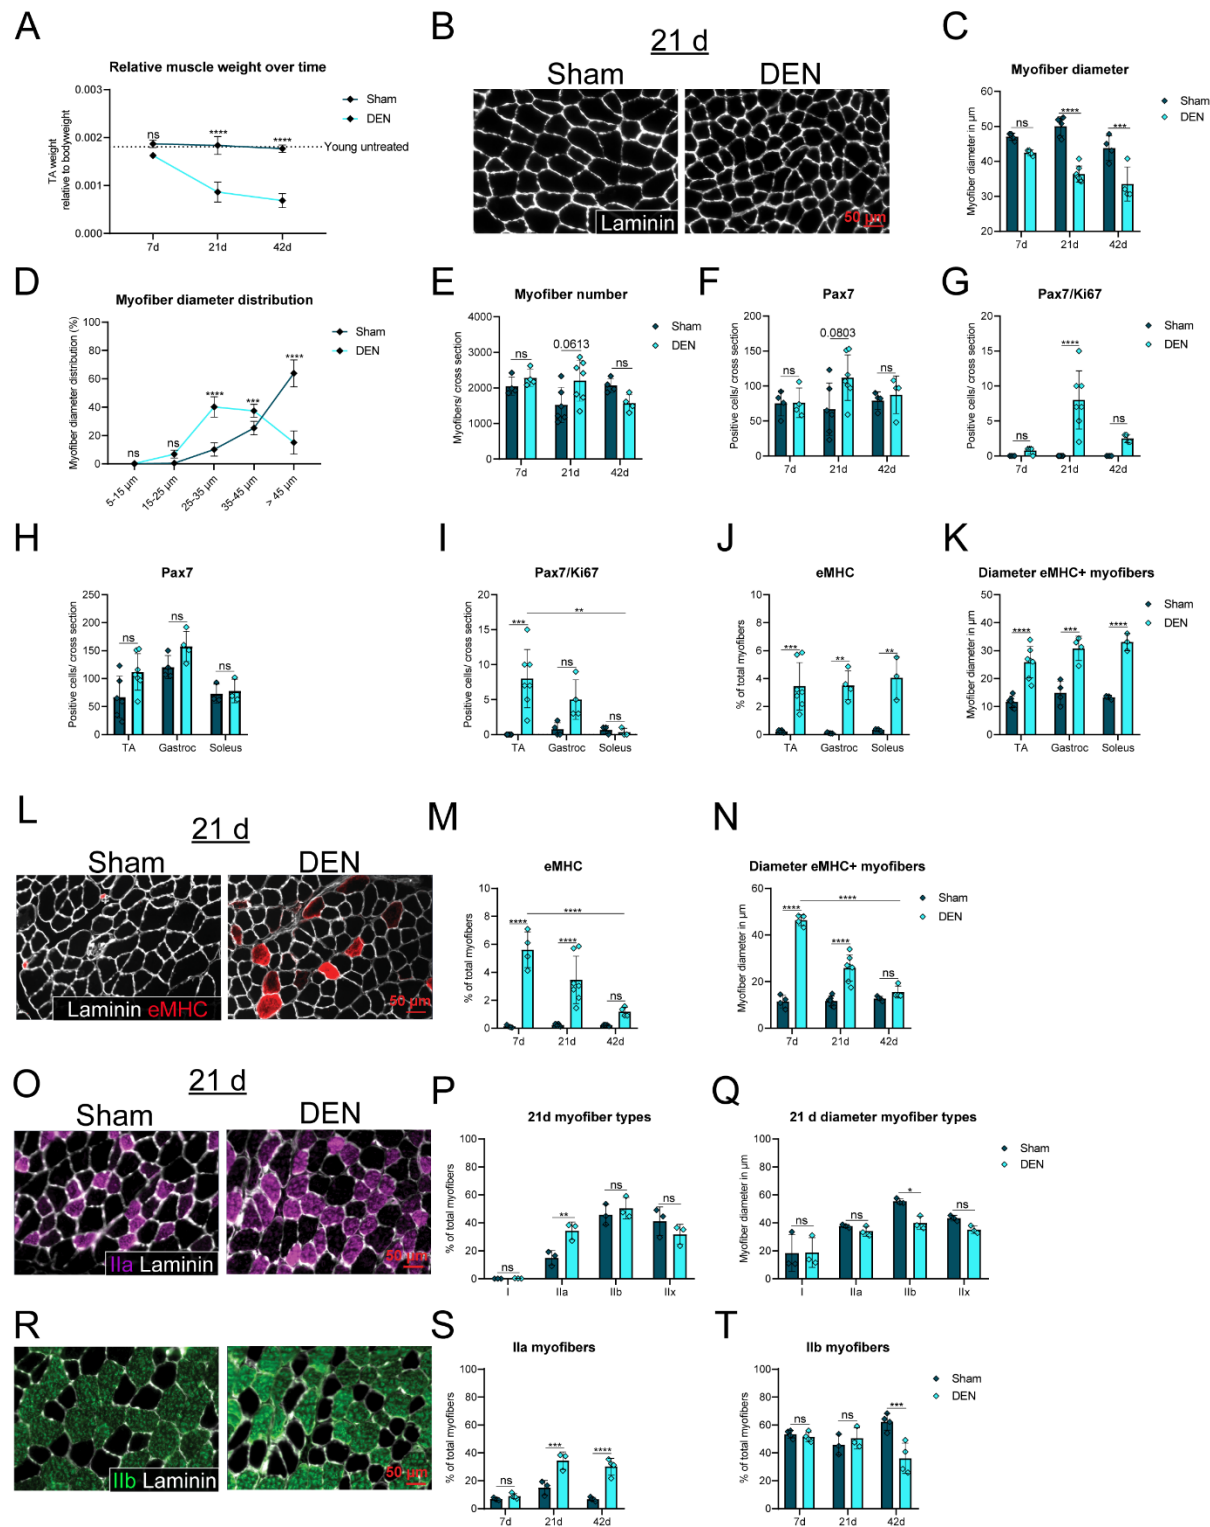

Supplementary Figure 1: Functional motor innervation is important for MuSC homeostasis and myofiber type specification. **A)** TA muscle weight relative to bodyweight at different time points after surgery. The dotted line represents the average TA muscle weight relative to body weight of young (2 – 6 months) untreated male C57BL/6J mice. n= 16 for young untreated mice and n= 4 – 7 for Sham and DEN mice. **B)** Immunofluorescent staining of TA muscle cross sections for Laminin 21 d after surgery. Scale bar is 50 μ m. **C – E)** Quantification of Laminin staining for all time points. Myofiber diameter (C), myofiber diameter distribution (D) and myofiber number (E) are shown. **F, G)** Quantification of Pax7 positive cells per section (F) and Pax7/Ki67 double positive cells per section (G) at different time points after surgery. **H – K)** Quantification of different stainings at 21 d after surgery of TA, Gastrocnemius or Soleus muscle. Shown are Pax7 positive cells per section (H), Pax7/Ki67 double positive cells per section (I), percentage of eMHC positive myofibers (J) and diameter of eMHC positive myofibers (K). **L)** Immunofluorescent staining of TA muscle cross sections for eMHC (red) and Laminin (white) 21 d after surgery. Scale bar is 50 μ m. **M, N)** Quantification of eMHC staining for all time points. Percentage of eMHC positive myofibers of total myofibers (M) and myofiber diameter of eMHC positive myofibers (N) are shown. **O, R)** Immunofluorescent staining of TA muscle cross sections for Laminin (white) and type IIa myofibers (purple) or type IIb myofibers (green) 21 d after surgery. Scale bar is 50 μ m. **P, Q, S, T)** Quantification of myofiber type characteristics at different time points after surgery. **P)** Myofiber type composition in percent of total myofiber number at 21 d after surgery. **Q)** Myofiber diameter at 21 d after surgery for all myofiber types. **S, T)** Percentage of type IIa (S) and IIb (T) myofibers of total myofibers at different time points after surgery. n= 3 – 7 animals per surgery group, each data point represents one animal. Statistical testing was done by Two-way-ANOVA with post-hoc Tukey's multiple comparisons test. Error bars represent SD. ns= not significant, (*) p < 0.05, (**) p < 0.01, (***) p < 0.001, (****) p < 0.0001.

Supplementary Figure 2

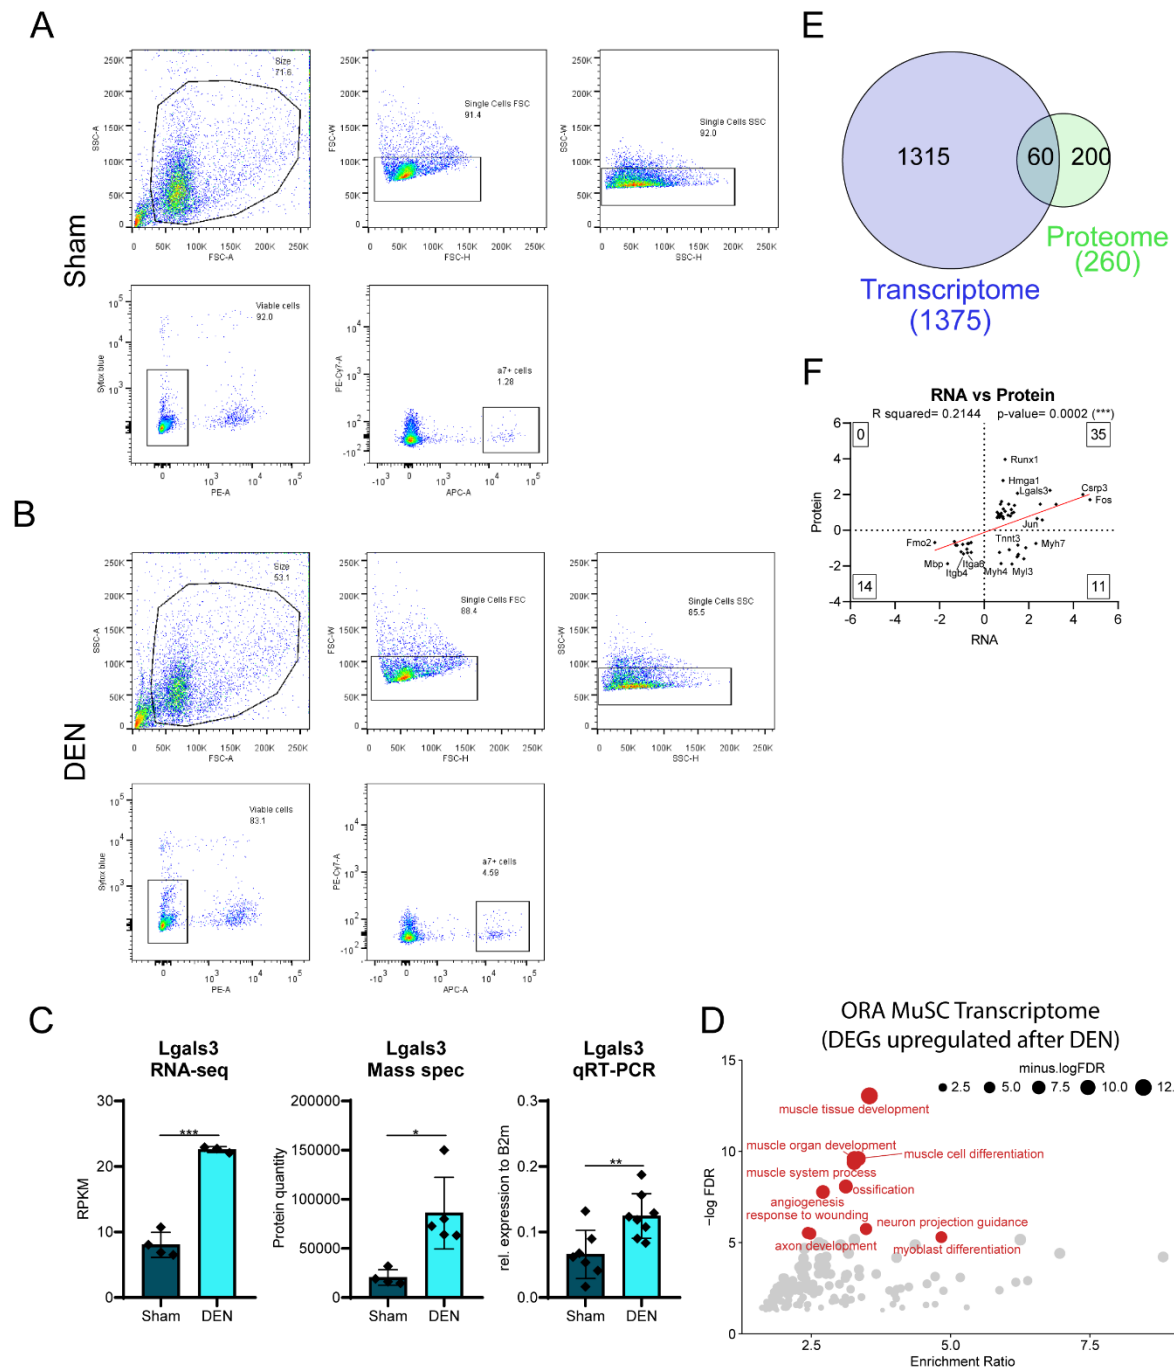

Supplementary Figure 2: MuSC Omics analysis. Male C57BL/6J mice were subjected to either Sham or DEN surgery. At 21 days after surgery, hind limb muscles were harvested for FACS-isolation of MuSCs. **A, B**) Representative FACS plot of hind limb muscles from a Sham (A) or

DEN (B) mouse. MuSCs were identified as $\alpha 7$ -integrin⁺ - Sca-1⁻ - CD11b⁻ - CD31⁻ - CD45⁻ - Sytox⁻. **C)** Validation of Omics data (left) by qRT-PCR for Lgals3 mRNA (right). n= 3-4 (RNA-seq) and 7 – 8 (qRT-PCR), each data point represents one animal. Statistical testing was done by unpaired two-tailed t-test with Welch`s correction. Error bars represent SD. (**) p < 0.01. **D)** Overrepresentation analysis (ORA) of MuSC transcriptome after DEN. Genes significantly upregulated after DEN (adj. p – value <0.05, log2fc > 0.5) are involved in the depicted processes. The top 10 overrepresented processes are highlighted in red. **E)** Overlap analysis of DEGs (blue) and DAPs (green) (adj. p – value <0.05, log2fc </> - 0.58/+0.58) in MuCSs after DEN. **F)** Correlation of 60 shared factors between MuSC transcriptome and proteome (log2 fold changes are plotted). Statistical testing was done by Pearson correlation analysis. (***) p < 0.001.

Supplementary Figure 3

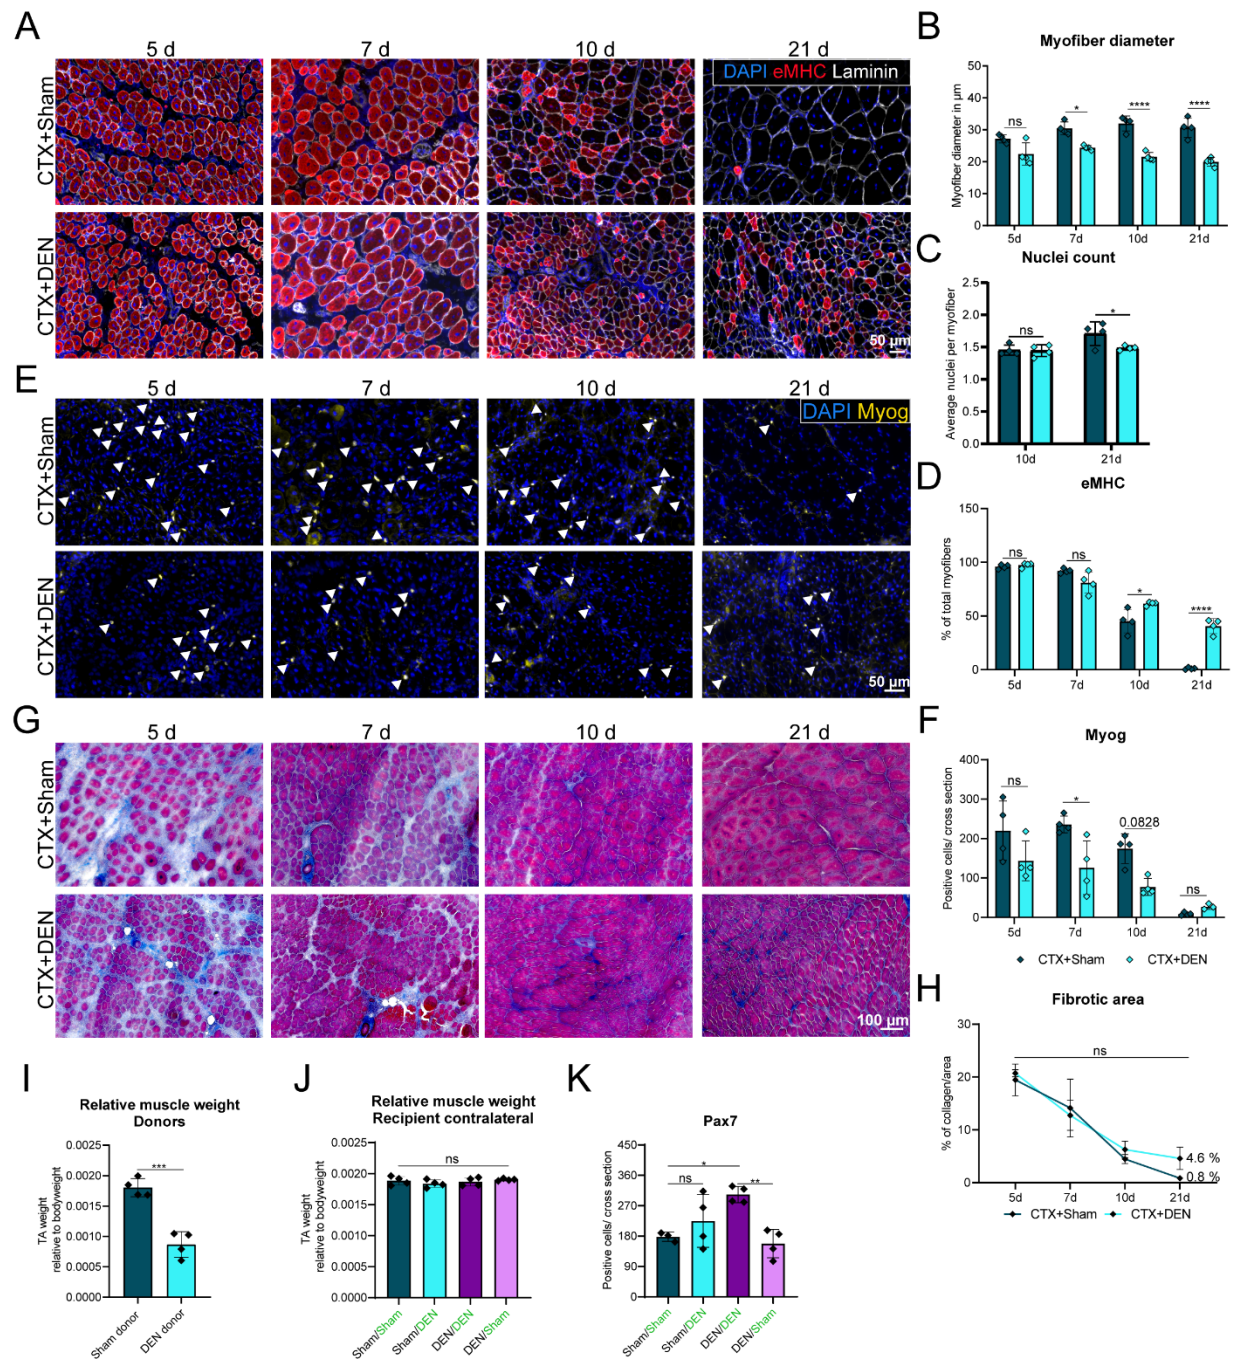

Supplementary Figure 3: Myofiber niche alterations are driving MuSC dysfunction in denervated skeletal muscle. A) Immunofluorescent staining of TA muscle cross sections of CTX+Sham and CTX+DEN operated mice at different time points after surgery. Myofibers are stained with Laminin (white), newly formed myofibers are stained with eMHC (red) and nuclei are counterstained with DAPI (blue). Scale bar is 50 μ m. B – D) Quantification of (A). E) Immunofluorescent staining of TA muscle cross sections of CTX+Sham and CTX+DEN operated mice at different time points after surgery. White arrowheads indicate Myog positive cells (yellow) and nuclei are counterstained with DAPI (blue). Scale bar is 50 μ m. F) Quantification of (E). G) Masson's Trichrome staining of TA muscle cross sections at respective time points after surgery. Blue stained areas indicate collagenous/ fibrotic tissue while myofibers are stained pink. Scale bar is 100 μ m. H) Quantification of (G). n= 4 animals per surgery group at each time point. Statistical testing was done by Two-way-ANOVA with post-hoc Tukey's multiple comparisons test. Error bars represent SD. ns= not significant, (*) p < 0.05, (****) p < 0.0001. I) TA muscle weight relative to bodyweight for Sham or DEN donor mice at 21 days after surgery. J) TA muscle weight of recipient contralateral leg relative to bodyweight for each group at 21 days after MuSC transplantation. K) Quantification of Pax7 positive cells per cross section. Donor indicated in green. n= 3 – 4 animals per surgery group. Statistical testing was done by unpaired two-tailed t-test with Welch's correction (I) or One-way-ANOVA with post-hoc Tukey's multiple comparisons test (J and K). Error bars represent SD. ns= not significant, (*) p < 0.05, (**) p < 0.01, (***) p < 0.001.

Supplementary Figure 4

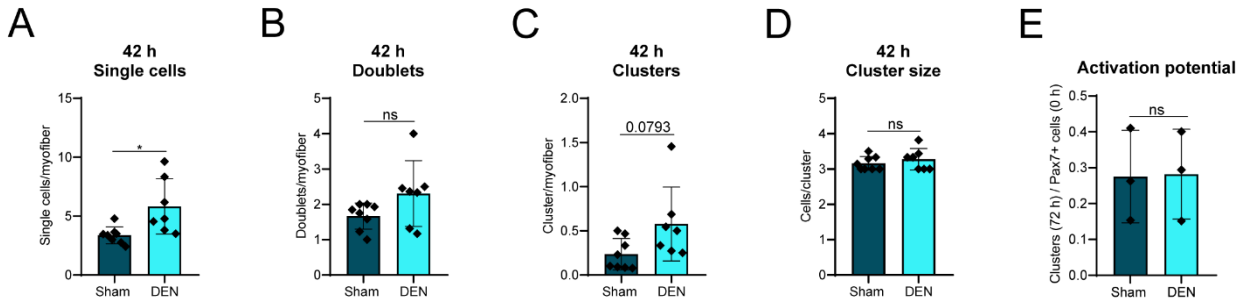

Supplementary Figure 4: The immediate MuSC niche is disrupted after denervation. A, B)

Quantification of single cells (A) and doublets (B) per myofiber after 42 h of culture. C, D) Cluster number per myofiber (C) and average cluster size (D). E) Activation potential of MuSCs (number of clusters at 72 h divided by number of Pax7+ MuSCs at 0 h). Statistical testing was done by unpaired two-tailed t-test with Welch's correction. n= 3 – 8 animals per surgery group. Error bars represent SD. ns= not significant, (*) p < 0.05.

Supplementary Figure 5

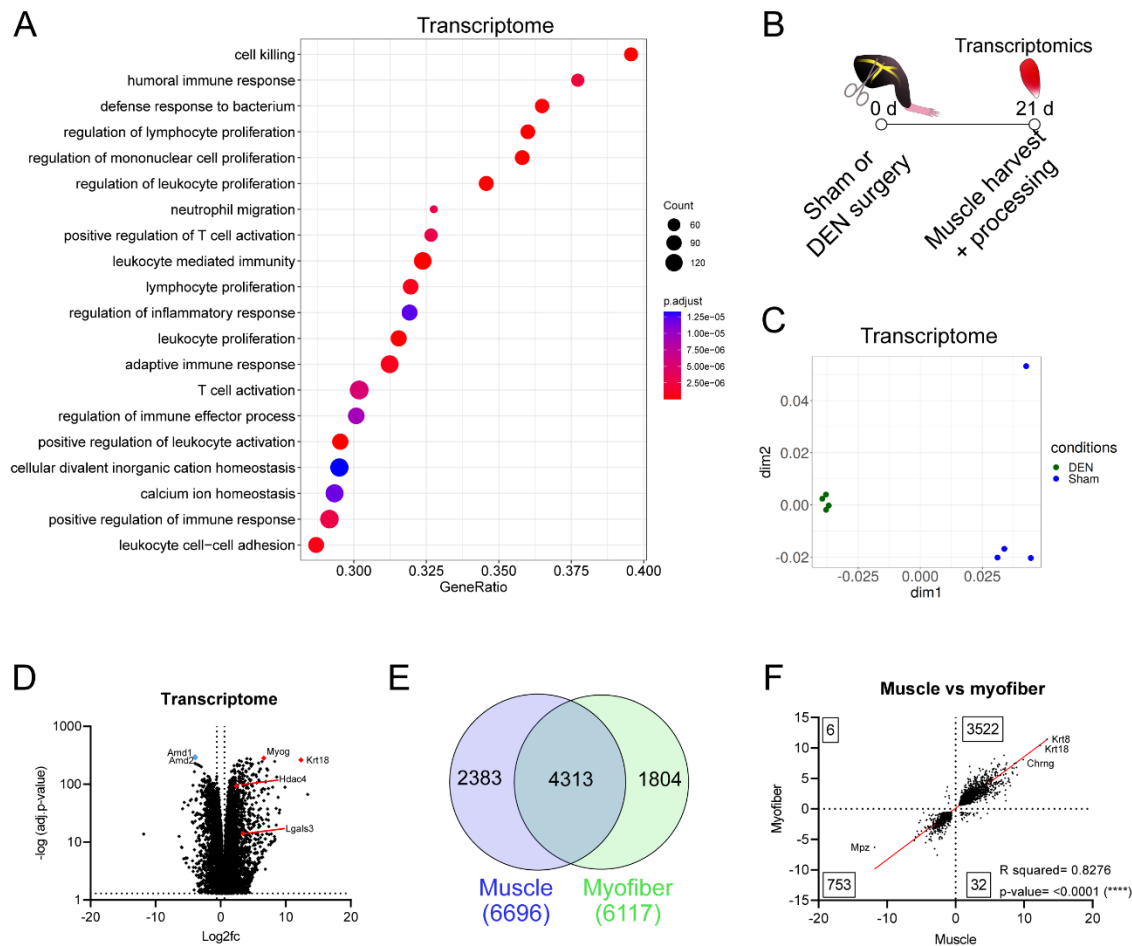

Sup. Figure 5: Whole muscle and myofiber transcriptome are massively altered after skeletal muscle denervation. A) 20 most significant biological processes in myofibers after denervation identified as activated via GSEA. GeneRatio represents the fraction of enriched genes within a GO term. **B)** Experimental scheme. Male C57BL/6J mice were subjected to either Sham or DEN surgery. At 21 days after surgery, TA muscles were harvested for transcriptome analysis. **C)** MDS plot of TA muscle transcriptome. **D)** Volcano plot of DEGs (adj. p – value <0.05) in TA muscles of DEN mice. Represented is the log2 fold change relative to expression in Sham samples, with selected downregulated genes in blue and upregulated genes in red. Dotted lines mark log2 fold change of -/+ 0.58 and adj. p –value <0.05. **E)** Venn diagram of DEGs (adj. p –

value <0.05 , $\log_2\text{fc} \leq -0.58$ or ≥ 0.58) in whole muscle tissue (blue) vs isolated myofibers (green) after DEN. **F)** Correlation of 4313 shared genes in transcriptomes of whole muscle and isolated myofibers ($\log_2$ fold changes are plotted). Statistical testing was done by Pearson correlation analysis. (****) $p < 0.0001$.

Supplementary Figure 6

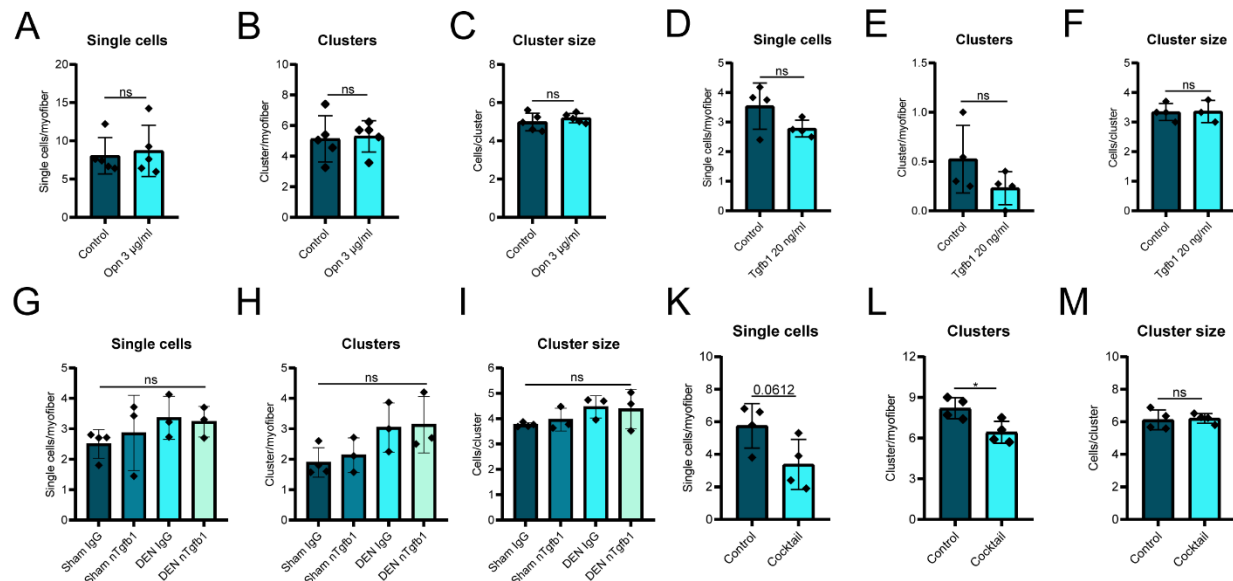

Supplementary Figure 6: Effects of denervation-induced alterations in the myofiber secretome on MuSCs . A – C Quantification of single cells (A), clusters (B) and cluster size (C) after 72 h of culture with Opn recombinant protein (3 µg/ ml) or solvent control (0.1 % BSA in PBS). **D – F** Quantification of single cells (D), clusters (E) and cluster size (F) after 48 h of culture with Tgfb1 recombinant protein (20 ng/ ml) or solvent control (0.1 % BSA in 10 mM citric acid). **G – H** Quantification of single cells (G), clusters (H) and cluster size (I) after 72 h of culture with Sham or DEN SUP together with either normal mslgG or nTgfb1 (1 µg/ ml) blocking antibody. **(K – M)** Quantification of single cells (K), clusters (L) and cluster size (M) after 72 h of culture with recombinant protein cocktail (Opn, Ostn, Chrd, 1 µg/ ml each) or solvent control (0.1 % BSA in PBS). Statistical testing was done by unpaired two-tailed t-test with Welch`s correction (A – F and K – M) or One-way-ANOVA with post-hoc Tukey`s multiple comparisons test (G – I). n= 3 – 5 animals per surgery group. Error bars represent SD. ns= not significant, (*) p < 0.05.

Supplementary Figure 7

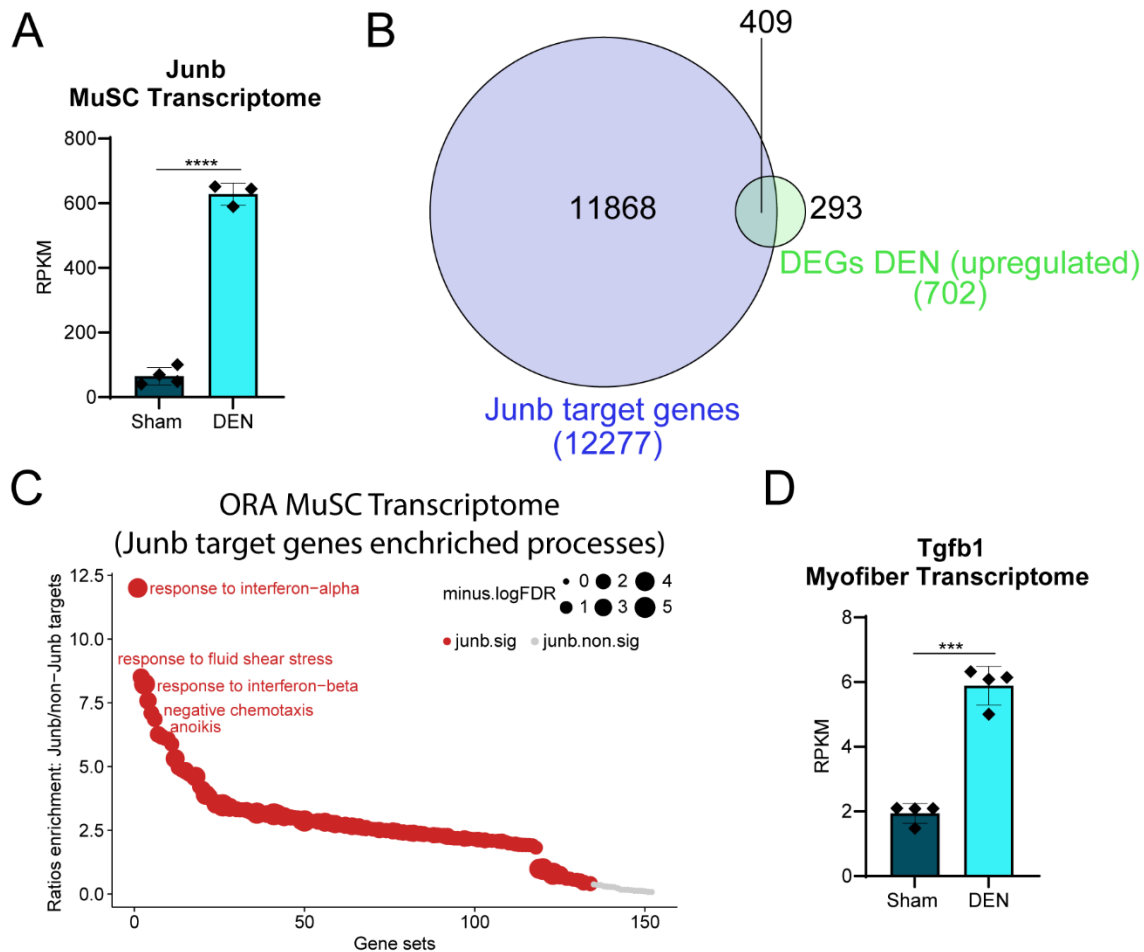

Supplementary Figure 7: Denervation induces expression of *Junb* in MuSCs. **A)** RPKM values for *Junb* transcripts in MuSCs 21 d after Sham or DEN surgery. **B)** Overlap analysis of *Junb* target genes (blue) and DEGs upregulated (green) (adj. p – value < 0.05, $\log_2\text{fc}$ > 0.5) in MuSCs after DEN. The list of *Junb* target genes is publicly available on TFlink.com [1]. **C)** Overrepresentation analysis (ORA) of MuSC transcriptome after DEN. Depicted are the enrichment ratios of *Junb* target genes over non-*Junb* target genes. **D)** RPKM values for *Tgfb1* transcripts in myofibers 21 d after Sham or DEN surgery. $n = 3 - 4$ animals per surgery group. Statistical testing (A and D) was done by unpaired two-tailed t-test with Welch's correction. Error bars represent SD. (***) $p < 0.001$, (****) $p < 0.0001$.

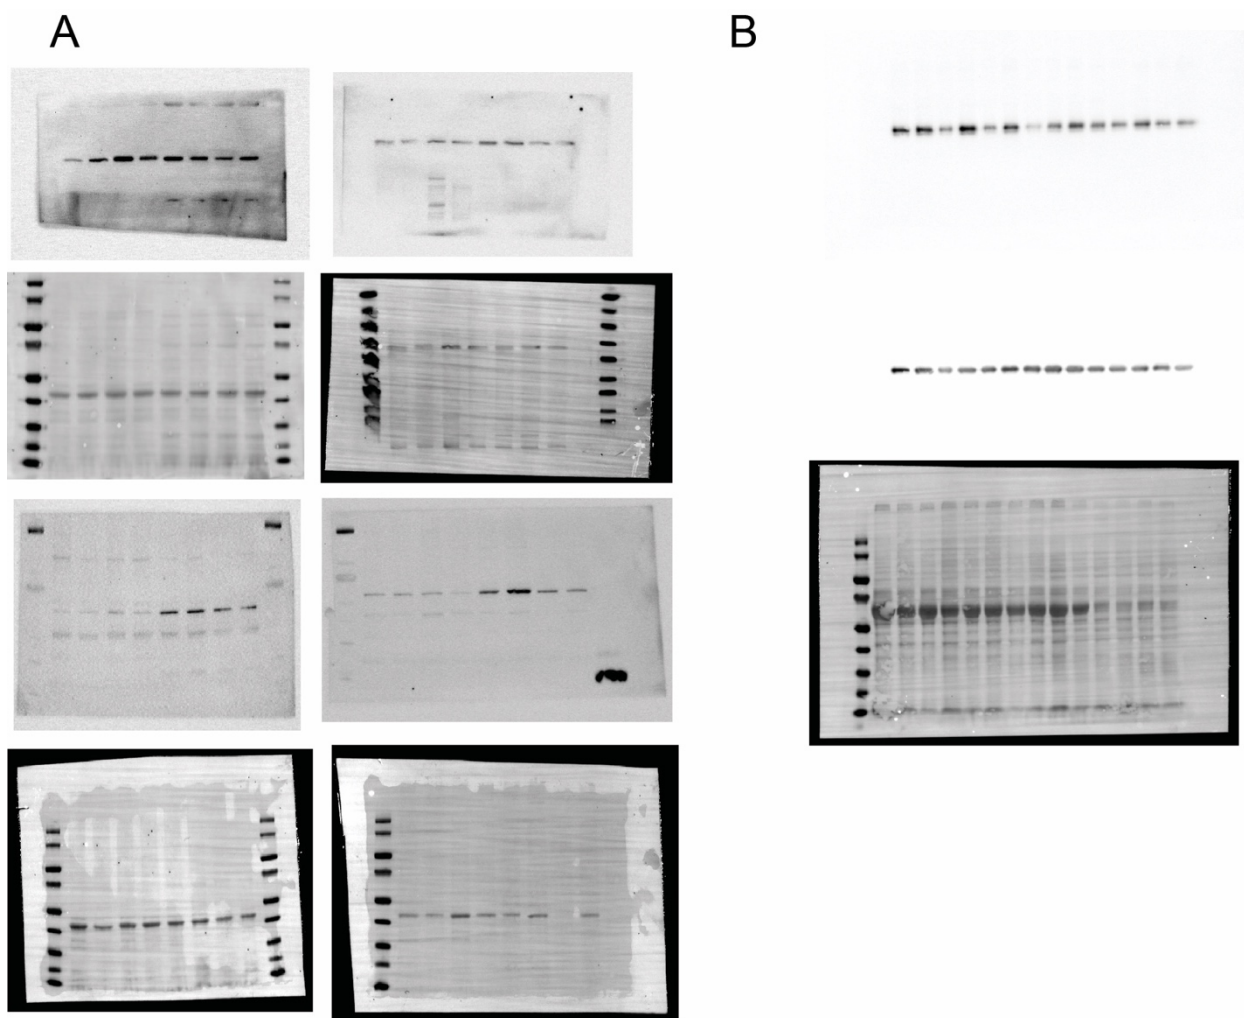

Supplementary Figure 8: uncropped original images as used in the figures. A) Immunoblots from Figure 4B. **B)** Immunoblots from Figure 5E.

Supporting tables

Supplementary Table 1: List of primary antibodies.

Antibody	Species	Application/ dilution	Company, order number
Anti-eMHC	Mouse-IgG1	IF (undiluted)	DSHB, F1.652
Anti-Gapdh	Mouse-IgG	WB (1:1000)	Santa Cruz, sc-365062
Anti-GFP	Chicken-IgY	IF (1:500)	Abcam, ab13970
Anti-Junb	Rabbit-IgG	IF (1:200),<br>WB (1:200)	Abcam, ab128878
Anti-Ki67	Rabbit-IgG	IF (1:200)	Abcam, ab15580
Anti-Laminin	Rabbit-IgG	IF (1:1000)	Sigma-Aldrich, L9393
Anti-MHC IIa	Mouse-IgG1	IF (undiluted)	DSHB, SC-71
Anti-MHC IIb	Mouse-IgM	IF (undiluted)	DSHB, BF-F3
Anti-MyoD	Rat-IgG2ak	IF (1:100)	Merck, MABE132
Anti-Myog	Mouse-IgG1	IF (undiluted)	DSHB, F5D
Anti-Pax7	Mouse-IgG1	IF (undiluted)	DSHB, Pax7
Anti-Opn	Rabbit-IgG	IF (1:200),<br>WB (1:1000)	Thermo Fisher Scientific, PA5-34579
Anti-Tgfb1	Rabbit-IgG	IF (1:200),<br>WB (1:300)	Bioss, BS-0086R

Supplementary Table 2: List of secondary antibodies.

**Antibody/ Conjugate**	**Target species**	**Application/ dilution**	**Company, order number**
**Alexa Fluor™ 488**	Mouse / IgG1	IF (1:1000)	Thermo Fisher Scientific, A21121
**Alexa Fluor™ 488**	Rabbit / IgG	IF (1:1000)	Thermo Fisher Scientific, A21206
**Alexa Fluor™ 488**	Mouse/ IgM	IF (1:1000)	Thermo Fisher Scientific, A21042
**Alexa Fluor™ 488**	Rat/ IgG	IF (1:1000)	Thermo Fisher Scientific, A11006
**Alexa Fluor™ 546**	Mouse / IgG1	IF (1:1000)	Thermo Fisher Scientific, A21123
**Alexa Fluor™ 546**	Rabbit / IgG	IF (1:1000)	Thermo Fisher Scientific, A10040
**Alexa Fluor™ 647**	Mouse / IgG1	IF (1:1000)	Thermo Fisher Scientific, A21240
**Alexa Fluor™ 647**	Chicken/ IgG	IF (1:1000)	Thermo Fisher Scientific, A21449
**Alexa Fluor™ 647**	Rabbit / IgG	IF (1:1000)	Thermo Fisher Scientific, A31573
**Goat anti-mouse-HRP**	Mouse	WB (1:1500)	Dako, P0447
**Goat anti-rabbit-HRP**	Rabbit	WB (1:1000)	Dako, P0448

Supplementary Table 3: List of components for myofiber experiments.

**Component**	**Species/<br>Source**	**Final<br>concentration**	**Company, order<br>number**
**Chrd recombinant protein**	Mouse	1 µg/ ml	R&D systems, 758-CN-050
**IgG isotype control**	Mouse/ IgG	1 µg/ ml	Invitrogen, 10400C
**Opn recombinant protein**	Mouse	1 µg/ ml or<br>3 µg/ml	R&D systems, 441-OP-050
**Ostn recombinant protein**	E. coli	1 µg/ ml	R&D systems, 9700-ON-050
**Tgfb1 blocking antibody**	Mouse-IgG1	1 µg/ ml	Invitrogen, MA5-23795
**Tgfb1 recombinant protein**	HEK293 cells	20 ng/ ml	Peprtech, 100-21

Supplementary Table 4: List of FACS-antibodies.

Component	Species	Dilution	Company, order number
Anti-alpha-7-Integrin-AF647	Rat	1:300	AbLab, R2F2, 67-0010-05
Anti-CD11B-PE	Rat	1:500	BD Biosciences, M1/70, 553311
Anti-CD31-PE	Rat	1:500	BD Biosciences, MEC 13.3, 553373
Anti-CD45-PE	Rat	1:500	BD Biosciences, 30-F11, 553081
Anti-Sca1-PE	Rat	1:500	BD Biosciences , D7, 553108
SYTOX™ Blue dead cell stain		1:1000	Thermo Fisher, S34857

Supplementary Table 5: List of qRT-PCR primers.

Gene	Species	Sequence (5' – 3')
**<i>B2m</i>**	Mouse	FW: TTCTGGTGCTTGTCTCACTGA<br>REV: AGTATGTTCTGGCTTCCCATTTC
**<i>Junb</i>**	Mouse	FW: TCA CGA CGA CTC TTA CGC AG<br>REV: CCT TGA GAC CCC GAT AGG GA
**<i>Lgals3</i>**	Mouse	FW:AACACGAAGCAGGACAATAACTGG<br>REV: GCAGTAGGTGAGCATCGTTGAC
**<i>Spp1</i>**	Mouse	FW: ATCTCACCATTTCGGATGAGTCT<br>REV: TGTAGGGACGATTGGAGTGAAA
**<i>Tgfb1</i>**	Mouse	FW: ATG TCA CGG TTA GGG GCT C<br>REV: CTC CCG TGG CTT CTA GTG C

Supplementary Table 6: List of samples for RNA sequencing.

SampleID	Tissue	Condition	Library preparation	Sequencing	Data used in figure	GEO acc. No.
TA_01	Whole muscle	DEN	NEBNext Ultra II directional RNA (polyA+)	NovaSeq 6000 (SP, 101 bp, v1.5, single-end)	Suppl. Fig. 5	GSE217928
TA_02	Whole muscle	DEN	NEBNext Ultra II directional RNA (polyA+)	NovaSeq 6000 (SP, 101 bp, v1.5, single-end)	Suppl. Fig. 5	GSE217928
TA_03	Whole muscle	DEN	NEBNext Ultra II directional RNA (polyA+)	NovaSeq 6000 (SP, 101 bp, v1.5, single-end)	Suppl. Fig. 5	GSE217928
TA_04	Whole muscle	DEN	NEBNext Ultra II directional RNA (polyA+)	NovaSeq 6000 (SP, 101 bp, v1.5, single-end)	Suppl. Fig. 5	GSE217928
TA_05	Whole muscle	Sham	NEBNext Ultra II directional RNA (polyA+)	NovaSeq 6000 (SP, 101 bp, v1.5, single-end)	Suppl. Fig. 5	GSE217928
TA_06	Whole muscle	Sham	NEBNext Ultra II directional RNA (polyA+)	NovaSeq 6000 (SP, 101 bp, v1.5, single-end)	Suppl. Fig. 5	GSE217928
TA_07	Whole muscle	Sham	NEBNext Ultra II directional RNA (polyA+)	NovaSeq 6000 (SP, 101 bp, v1.5, single-end)	Suppl. Fig. 5	GSE217928
TA_08	Whole muscle	Sham	NEBNext Ultra II directional RNA (polyA+)	NovaSeq 6000 (SP, 101 bp, v1.5, single-end)	Suppl. Fig. 5	GSE217928
EDL_09	Muscle fibers	DEN	NEBNext Ultra II directional RNA (polyA+)	NovaSeq 6000 (SP, 101 bp, v1.5, single-end)	Fig. 3	GSE217928
EDL_10	Muscle fibers	DEN	NEBNext Ultra II directional RNA (polyA+)	NovaSeq 6000 (SP, 101 bp, v1.5, single-end)	Fig. 3	GSE217928
EDL_11	Muscle fibers	DEN	NEBNext Ultra II directional RNA (polyA+)	NovaSeq 6000 (SP, 101 bp, v1.5, single-end)	Fig. 3	GSE217928
EDL_12	Muscle fibers	DEN	NEBNext Ultra II directional RNA (polyA+)	NovaSeq 6000 (SP, 101 bp, v1.5, single-end)	Fig. 3	GSE217928
EDL_13	Muscle fibers	Sham	NEBNext Ultra II directional RNA (polyA+)	NovaSeq 6000 (SP, 101 bp, v1.5, single-end)	Fig. 3	GSE217928
EDL_14	Muscle fibers	Sham	NEBNext Ultra II directional RNA (polyA+)	NovaSeq 6000 (SP, 101 bp, v1.5, single-end)	Fig. 3	GSE217928
EDL_15	Muscle fibers	Sham	NEBNext Ultra II directional RNA (polyA+)	NovaSeq 6000 (SP, 101 bp, v1.5, single-end)	Fig. 3	GSE217928
EDL_16	Muscle fibers	Sham	NEBNext Ultra II directional RNA (polyA+)	NovaSeq 6000 (SP, 101 bp, v1.5, single-end)	Fig. 3	GSE217928
MuSC_09	Muscle stem cells	DEN	SMART-Seq v4 + Nextera XT	NextSeq 500 (high-output, 75 bp, v2.5, single-end)	Outlier ^a	GSE217929
MuSC_10	Muscle stem cells	DEN	SMART-Seq v4 + Nextera XT	NextSeq 500 (high-output, 75 bp, v2.5, single-end)	Fig. 1	GSE217929

MuSC_11	Muscle stem cells	DEN	SMART-Seq v4 + Nextera XT	NextSeq 500 (high-output, 75 bp, v2.5, single-end)	Fig. 1	GSE217929
MuSC_12	Muscle stem cells	DEN	SMART-Seq v4 + Nextera XT	NextSeq 500 (high-output, 75 bp, v2.5, single-end)	Fig. 1	GSE217929
MuSC_13	Muscle stem cells	Sham	SMART-Seq v4 + Nextera XT	NextSeq 500 (high-output, 75 bp, v2.5, single-end)	Fig. 1	GSE217929
MuSC_14	Muscle stem cells	Sham	SMART-Seq v4 + Nextera XT	NextSeq 500 (high-output, 75 bp, v2.5, single-end)	Fig. 1	GSE217929
MuSC_15	Muscle stem cells	Sham	SMART-Seq v4 + Nextera XT	NextSeq 500 (high-output, 75 bp, v2.5, single-end)	Fig. 1	GSE217929
MuSC_16	Muscle stem cells	Sham	SMART-Seq v4 + Nextera XT	NextSeq 500 (high-output, 75 bp, v2.5, single-end)	Fig. 1	GSE217929

a: Outlier: sample excluded from analysis based on manual inspection of MDS (plot not shown).

References:

1. Liska, O., et al., *TFLink: an integrated gateway to access transcription factor-target gene interactions for multiple species*. Database (Oxford), 2022. **2022**.

# Supplementary material for: Denervation alters the secretome of myofibers and thereby affects muscle stem cell lineage progression and functionality
**Source:** NPJ Regen Med. 2024 Mar 1;9:10. doi: 10.1038/s41536-024-00353-3

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.

For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☒	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated
☒	<i>Our web collection on statistics for biologists contains articles on many of the points above.</i>

Software and code

Policy information about [availability of computer code](#)

Data collection

FACSDivaTM BD Life Sciences version v8.0.1; MxPro-Mx3000P Stratagene, v4.10 Build 389, Schema 85; Zen 2, blue edition
Carl Zeiss Microscopy, version 2.0.0.0

Data analysis

FlowJoTM BD Life Sciences, version v10.7.1; MxPro-Mx3000P Stratagene, v4.10 Build 389, Schema 85; Zen 2, blue edition Carl Zeiss
Microscopy, version 2.0.0.0; <https://www.arigobio.com/ELISA-calculator>; bcl2FastQ v2.20.0.422 conversion software; CutAdapt v2.1 (-m 30 -a
ADAPER-SEQUENCE); featureCounts v1.6.5; DESeq2 package v1.26.0; <https://david.ncifcrf.gov/tools.jsp>; clusterProfiler v4.2.2; Spectronaut
v13.1 (Biognosys)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA sequencing data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession numbers GSE217928 and GSE217929. Sample IDs are listed in Table 6 in the supplemental information. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD036993.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

n/a

Reporting on race, ethnicity, or other socially relevant groupings

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes for animal experiments were determined based on previous experiments analyzing similar biological aspects.

Data exclusions

we did not exclude any data.

Replication

all data are derived from biological replicates (different mice).

Randomization

The animals were randomly selected to be assigned to an experimental vs. control group.

Blinding

Blinding was not performed since this was logistically not possible: all mice need to be assigned to a dedicated group (experimental vs. control) in our mouse database. Thus, the people performing experiments will inevitably know which mouse received which treatment.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☐	☒ Palaeontology and archaeology
☒	☐ Animals and other organisms
☐	☒ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants
☒	☐

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Anti-eMHC Mouse-IgG1 DSHB, F1.652
 Anti-Gapdh Mouse-IgG Santa Cruz, sc-365062
 Anti-GFP Chicken-IgY Abcam, ab13970
 Anti-Junb Rabbit-IgG Abcam, ab128878
 Anti-Ki67 Rabbit-IgG Abcam, ab15580
 Anti-Laminin Rabbit-IgG Sigma-Aldrich, L9393
 Anti-MHC IIa Mouse-IgG1 DSHB, SC-71
 Anti-MHC IIb Mouse-IgM DSHB, BF-F3
 Anti-MyoD Rat-IgG2a Merck, MABE132
 Anti-Myog Mouse-IgG1 I DSHB, F5D
 Anti-Pax7 Mouse-IgG1 DSHB, Pax7
 Anti-Opn Rabbit-IgG Thermo Fisher Scientific, PA5-34579
 Anti-Tgfb1 Rabbit-IgG Bioss, BS-0086R
 Alexa FluorTM 488 Mouse / IgG1 Thermo Fisher Scientific, A21121
 Alexa FluorTM 488 Rabbit / IgG Thermo Fisher Scientific, A21206
 Alexa FluorTM 488 Mouse/ IgM Thermo Fisher Scientific, A21042
 Alexa FluorTM 488 Rat/ IgG Thermo Fisher Scientific, A11006
 Alexa FluorTM 546 Mouse / IgG1 Thermo Fisher Scientific, A21123
 Alexa FluorTM 546 Rabbit / IgG Thermo Fisher Scientific, A10040
 Alexa FluorTM 647 Mouse / IgG1 Thermo Fisher Scientific, A21240
 Alexa FluorTM 647 Chicken/ IgG Thermo Fisher Scientific, A21449
 Alexa FluorTM 647 Rabbit / IgG Thermo Fisher Scientific, A31573
 Goat anti-mouse-HRP Mouse Dako, P0447
 Goat anti-rabbit-HRP Rabbit Dako, P0448
 Anti-alpha-7-Integrin-AF647 Rat AbLab, R2F2, 67-0010-05
 Anti-CD11B-PE Rat BD Biosciences, M1/70, 553311
 Anti-CD31-PE Rat BD Biosciences, MEC 13.3, 553373
 Anti-CD45-PE Rat BD Biosciences, 30-F11, 553081
 Anti-Sca1-PE Rat BD Biosciences, D7, 553108

Validation

All antibodies used here were quality control tested by the manufacturer in immunofluorescent staining or immunoblot analysis. Antibodies used for Flow cytometry have been validated before in various publications.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	n/a
Authentication	n/a
Mycoplasma contamination	Primary myoblasts were tested negative for mycoplasma contamination
Commonly misidentified lines<br>(See ICLAC register)	n/a

Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	C57BL/6Jrj, sex: male; age: 2-6 months<br>CAG-GFP (JAX: 003291), age: 2-6 months, male and female

Wild animals	n/a
Reporting on sex	the gender of the mice used in the respective experiment is stated in the figure legend.
Field-collected samples	n/a
Ethics oversight	All animal procedures were performed in accordance with the national regulations for animal experimentation and approved by the Thüringer Landesamt für Verbraucherschutz (license number FLI-17-015).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	n/a
Novel plant genotypes	n/a
Authentication	n/a

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Single myofiber analysis

Single myofiber isolation was performed as described earlier [21]. Briefly, extensor digitorum longus (EDL) muscles were carefully excised from tendon to tendon and digested in a 0.2 % collagenase (w/v) solution for 60 – 90 min at 37 °C, thereby eliminating cells that are not under the basal lamina. Single myofibers were obtained by carefully triturating the digested muscle with a horse serum coated glass Pasteur pipet with a broken-off heat polished tip. 50 – 100 single, non-contracted myofibers were used for each experimental condition. For RNA sequencing, myofibers were directly transferred to TRIzol reagent for RNA isolation. For immunofluorescence staining, myofibers were either immediately fixed after isolation or cultured for up to 72 h at 37 °C and 5 % CO₂ before fixation and staining. Myofiber supernatants were collected from cultured myofibers at the respective times and immediately used in a 1:1 ratio with fresh culture medium.

FACS-isolation of MuSCs

Hind limb muscles were harvested, minced with scissors and digested enzymatically with collagenase B (10 mg/ ml, Roche) and dispase II (4 mg/ ml, Roche) in PBS at 37 °C for 30 min under trituration every 10 min. The suspension was mixed with growth medium (Ham's F-10 Nutrient Mix + 20 % FBS + 1x P/S + 2.5 ng/ml bFGF), filtered through a 74-µm pore size strainer (Corning Life Sciences), spun down and resuspended in FACS buffer (PBS with 2 % FBS) with the respective antibodies listed in Table 4 in the supplemental information. After 15 min incubation on ice, samples were spun down, resuspended in FACS buffer and filtered through a 35-µm nylon mesh (Corning Life Sciences) before 1 mM SYTOXTM Blue dead cell stain was added 1:1000. MuSCs were identified as α7-integrin+ - Sca-1- - CD11b- - CD31- - CD45- - Sytox- using a FACSAria III with Diva software v8.0.1 (BD Life Sciences). For MuSCs from CAG-GFP mice cells were additionally sorted for GFP signal.

Proteomic analyses

MuSCs were FACS-sorted into 2x lysis buffer and processed for MS-based proteome analysis as described [33]. A minimal cell number of approximately 100.000 cells per sample was used for each replicate. Briefly, samples were lysed and homogenized, boiled at 95 °C for 10 min and sonicated at 20 °C. After incubation with dithiothreitol (final concentration 10 mM, 45 °C) and addition of iodoacetamide (final concentration 15 mM, RT in the dark), samples were incubated with eight volumes ice-cold 100 % acetone at -20 °C over night before washing twice with 80 % ice-cold acetone. The pellet was air-dried, digested (3 M Urea and 100 mM HEPES, pH=8) and sonicated. Addition of Lys-C (final concentration 0.05 µg/µl, 4 h at 37 °C) was followed by 1:1 dilution with HPLC water and Trypsin digestion (1:100 enzyme: protein ratio) over night at 37 °C. Samples were acidified by addition of 10 % trifluoroacetic acid to a final of 1 % and desalted using a Waters Oasis HLB µElution Plate 30 µm (Waters, #186001828BA) according to the manufacturer's instruction. Eluted samples were dried in a SpeedVac at 45 °C before reconstitution to 1 µg/µl in 10 µl of buffer (0.1 % formic acid in 5 % acetonitrile in HPLC water) and homogenization. The iRT kit was used as an internal control in a dilution recommended by the manufacturer. Peptides were separated using the nanoAcquity UPLC MClass system (Waters) with the Proxeon nanospray source. For data acquisition and processing of the raw data Xcalibur v4.0, Tune v2.1 (Thermo Fisher) and Spectronaut v13.1 (Biognosys) were used with the

	default settings.
Instrument	sorting: BD FACSAria III Fusion cell sorter
Software	FACSDivaTM BD Life Sciences version v8.0.1
Cell population abundance	We determined post-sort purities when pooled samples were collected.
Gating strategy	The gating strategies are given as supplemental figures. To identify dead cells in the FSC/SSC population SytoxBlue was added to the samples and based on this, the FSC/SSC was set to exclude dead cells. Isotype controls and/or fluorescence-minus controls were used to define negative cell populations.
☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.	

This checklist template is licensed under a Creative Commons Attribution 4.0 International License, which permits use, sharing, adaptation, distribution and reproduction in any medium or format, as long as you give appropriate credit to the original author(s) and the source, provide a link to the Creative Commons license, and indicate if changes were made. The images or other third party material in this article are included in the article's Creative Commons license, unless indicated otherwise in a credit line to the material. If material is not included in the article's Creative Commons license and your intended use is not permitted by statutory regulation or exceeds the permitted use, you will need to obtain permission directly from the copyright holder. To view a copy of this license, visit <http://creativecommons.org/licenses/by/4.0/>

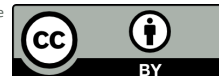

**Supplement:** Supplementary file 2 — Reporting Summary

How the deposited data were processed for this re-analysis (not part of the article)

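MuSC RNA from 8 mice was sequenced, 4 after DEN and 4 after Sham surgery, 21 days after surgery, with 1 library per mouse. The paper left out DEN replicate 1 as an outlier on manual inspection of an MDS plot and compared 3 DEN with 4 Sham libraries. The main comparison here is the same, and all 8 libraries are an alternative.

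The deposited gene counts were made by the authors from reads demultiplexed with bcl2fastq 2.20.0.422, trimmed with cutadapt 2.1, mapped to GRCm38 with TopHat2 2.1.0 with 1 alignment kept per read, and counted per gene with featureCounts 1.6.5 without strand, the versions being those of the submitters' processing notes. The deposited RPM values are these counts divided by the authors by each library's total. The deposited RPKM values are the authors' RPM divided by a gene length that the paper's text does not name. Counts were used for every test, RPM for 1 alternative and RPKM for Lgals3 and Junb. The table holds 55487 genes, of which 28772 had a count in the 7 libraries. Total counts were 28541080 to 31572843 in the 3 DEN libraries (median 29609816), 29048620 to 34145854 in the Sham libraries and 26627173 in DEN replicate 1. Pooled over genes, libraries of the same group differed by 18.3 to 53.1 times the variance that counting noise gives.

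Genes were kept by filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15), which left 17454 genes, or 17008 with all 8 libraries. Counts were scaled by TMM (factors 0.9902 to 1.006) and compared by edgeR's quasi-likelihood test with robust dispersion in R 4.3.3 (common dispersion 0.0258, biological coefficient of variation 0.161). P-values were adjusted by the method of Benjamini and Hochberg, and genes with an adjusted p under 0.05 were called. Levels are normalized CPM with means and SDs over mice, and list tests used log2 CPM with a prior count of 2. On simulated counts for 3 against 4 libraries, with 200 of 17454 genes changed, the test recovered 57% of those changed by a log2 fold change of 1 and 87% of those changed by 2. It made 156 calls of which 12 were false, and 0 calls when no gene was changed.

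There were 31 lists holding 728 genes, of which the first 3 (the transcription factors, the quiescence genes and the other genes that the paper names) came from the paper's text and figures and are not independent of these libraries. The others, drawn from general knowledge of muscle, nerve and immune cells, were AP-1 subunits, immediate early genes outside AP-1, heat shock genes, myogenic commitment and fusion, MuSC quiescence, developmental and slow contractile genes, adult fast myofiber genes, the denervation response of myofibers, proliferation, interferon-stimulated genes, cytokine signaling, MAPK signaling and feedback, the Hippo pathway and YAP targets, the TGF-β pathway and targets, osteopontin receptors, the Notch pathway, extracellular matrix, axon development and guidance, and markers of myelinating Schwann cells, other glia, smooth muscle and pericytes, fibro-adipogenic progenitors, tenocytes, endothelium, macrophages and myeloid cells, neutrophils, lymphocytes and erythroid cells. Some genes are in more than 1 list. Several lists, such as the AP-1, interferon, cytokine, MAPK, Hippo and axon lists, follow themes that the paper reported from these libraries. The choice of these lists is therefore not independent of the libraries either. The AP-1 list also holds Jun, Junb, Jund, Fos and Fosb, which the paper names. Each list was tested with camera of limma 3.58.1 at a preset correlation of 0.01 and at an estimated correlation, and with fry, with adjustment over the lists. The count of members called is given with the p-values adjusted over all genes and adjusted over the list alone.

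The text names every gene that the paper names for the MuSC transcriptome. It also names the 10 genes with the largest rise and the 10 with the largest fall among called genes with a mean log2 CPM above 1, a symbol that is not a predicted gene and no overlap between the groups. From each list it names up to 4 called members with the smallest adjusted p, or up to 2 with the highest expression where none was called. Genes outside this rule are said to have been chosen after their values were seen. Gene symbols, positions and overlaps of exons are those of GENCODE M21 on GRCm38.

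Separation of the groups was tested on distances of 1 minus the Spearman correlation of counts, by an exact one-sided permutation over all 35 splits of the 7 libraries. RPKM values were compared by an exact two-sided permutation test. The response of DEN replicate 1 is a slope through 0, on the log2 scale, of its difference from Sham on that of the other DEN libraries, over genes called without it and with the Sham libraries divided so that both differences share none. A library was called far from its group where Dixon's ratio exceeded 0.829, the critical value for 4 libraries.

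The alternatives were DESeq2 1.42.0, its calls with fold changes of mean RPM, RLE and upper quartile scaling, no filter, at least 10 counts in every library, a prior count of 0.5, a test against the fold limit (glmTreat), voom with quality weights on all 8 libraries, the replicate number as a block, all 8 libraries, leaving out each library in turn, and DEN replicates 1, 3 and 4 against Sham. The GO, KEGG, motif and target gene collections that the paper used were not analysed here, nor were the proteome and the secretome data. The results of some genes, and those of the paper's quiescence genes as a list, are not reported here.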

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

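The test with every library thinned to the depth of DEN replicate 1 was chosen after the results were seen.

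DEN replicate 1 was not analysed in the paper, and it holds many but not all of the changes seen in the other DEN libraries. As it is 1 library, departures of single genes in it are descriptive. Its slope on the response of the other DEN libraries was 0.851, with 94.3% of the DEGs moving in the same direction. For the other DEN libraries, each left out in turn, this share was 97.4% to 98.4%, but over fewer DEGs and against fewer DEN libraries. The mean log2 CPM of the developmental and slow contractile genes was 1.84 in DEN replicate 1, within the Sham range of 1.70 to 2.07, where the other DEN libraries were at 2.92 to 3.15. This mean hides differences between members, as Csrp3 stayed above every Sham library while Myh7 was undetected. The adult fast myofiber genes went the other way in DEN replicate 1, with a mean log2 CPM of 4.51, the highest of the 8 libraries (4.18 to 4.31 in the other DEN libraries and 3.21 to 3.57 in the Sham libraries). Abat, at 112 CPM, also lay among the Sham libraries. Gzmb and Krt18, with 0 counts in every Sham library, were at 8.037 and 3.238 CPM in DEN replicate 1, at least 83.7-fold and 33.7-fold higher against a floor of 3 counts per library. Ucn2 was at 22.4 CPM, where the highest Sham library was at 0.552 CPM.

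The position of DEN replicate 1 apart from the other DEN libraries on the second dimension was weighed against technical explanations. A Sham library under a DEN label is argued against by Fos at 2143.4 CPM, above every Sham library (50.1 to 148 CPM), and by Junb, which was also above them. Its total of 26627173 counts is the lowest of the 8 libraries, as low depth would need. With every library thinned to that total, however, its mean Spearman correlation with the other DEN libraries was still the lowest (0.9517, where theirs were 0.9544 to 0.9553), which argues against total depth alone as the cause. DEN replicate 1 also had the fewest genes with a count (21220, beside 22699 to 23596 in the other libraries). Whether this sets it apart was not tested, as thinning equalizes totals only. RNA of another cell type cannot be told apart, since of 10 cell type lists DEN replicate 1 was lowest in 7 and above every other library in 1, by 0.992 on the log2 scale for a neutrophil list with a single tested gene (S100a8), and a difference between mice stays open as untested.

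In 3 genes a single library lay far from the rest of its group: Fosb in Sham replicate 1 (7.994 CPM, Dixon's ratio 0.858), Ccn5 in Sham replicate 4 (14.99 CPM, ratio 0.863) and Lgals3 in DEN replicate 1 (29.06 CPM, ratio 0.86). Among the 80 groups tested chance gives about 4 such libraries. None of them crosses between the groups: the lowest DEN library, DEN replicate 1 included, was at 39.2 CPM for Fosb and 157 CPM for Ccn5, and the highest Sham library at 20.1 CPM for Lgals3.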

How the results depend on the processing

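The setting that takes DEN replicates 1, 3 and 4 was chosen after the results were seen. Against 1853 DEGs, DESeq2 gave 2613 (1840 shared), voom with quality weights 2347 (1718 shared), RLE 1831, upper quartile 1863, no filter 1753, a minimum of 10 counts 1786 and all 8 libraries 1961. With DEN replicates 1, 3 and 4 there were 1327. Leaving out each of the 7 libraries gave 1098 DEGs (without DEN replicate 2) to 1814 (without Sham replicate 1), where fewer libraries were compared, with DEGs higher at 575 to 900 and DEGs lower at 523 to 914 in these settings. With the replicate number as a block there were 1335 DEGs (1181 shared), but libraries of the same number did not deviate together (correlations of −0.082 to 0.043). No DEG had the other sign in any of these settings. The number at a log2 fold change of at least 0.58 was 331 when that limit itself was tested (glmTreat), a stricter question than 1164 counts. The separation of the groups gave p from 0.0667 to 0.1 without 1 library, the smallest that those splits allow, which says nothing about stability. The slope of DEN replicate 1 was 0.706 over all genes kept by the filter.

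With an estimated correlation, no list of more than 1 gene that camera called kept an adjusted p under 0.05. It was 0.103 for the developmental and slow contractile genes, 0.159 for the paper's transcription factors, interferon-stimulated genes, the Hippo list, repair glia and erythroid markers, and 0.156 for the other paper genes, AP-1, immediate early genes, adult fast genes, cytokine signaling, MAPK, TGF-β and Notch lists, and 0.499, 0.54 and 0.602 for extracellular matrix, myelinating Schwann cell and macrophage genes. The Hippo list was at 0.124 with all 8 libraries, 0.0526 with a minimum of 10 counts, 0.197 with DEN replicates 1, 3 and 4, and 0.0165 (without DEN replicate 3) to 0.057 (without Sham replicate 4) without 1 library. The axon list passed with a minimum of 10 counts (0.036) and by fry (0.0337), which does not compare it with other genes. The cause of these changes was not tested.

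Members called moved as follows. Higher were 3 to 6 commitment genes (3 without DEN replicate 2), 2 to 9 genes of the wider quiescence list (2 without DEN replicate 4), and 7 to 15 interferon-stimulated genes (7 without DEN replicate 2), or 10 of these with the block. With a minimum of 10 counts, which tests fewer genes, 5 developmental and slow contractile genes were higher, and with DEN replicates 1, 3 and 4 there were 5 higher MAPK genes. The cause was otherwise not tested.

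Lists whose camera direction reversed had no call in either direction. Their adjusted p were 0.9 (heat shock, without DEN replicate 4; 0.111 to 0.911 over all 7), 0.849 (without Sham replicate 3), 0.925 (commitment, minimum of 10 counts) and 0.826 (without DEN replicate 2; 0.49 to 0.908 over all 7). They were 0.993 (denervation response, without DEN replicate 2; 0.347 at the lowest), 0.992 (fibro-adipogenic, block), 0.78, 0.77 and 0.604 (tenocyte, all 8 libraries, minimum of 10 counts, and DEN replicates 1, 3 and 4), and 0.403, 0.849 and 0.959 (endothelial, without DEN replicate 3, Sham replicate 3 and Sham replicate 4; 0.16 at the lowest). Spp1 reversed from −0.17 to 0.18, 0.049 and 0.19 without DEN replicate 3, DEN replicate 4 and Sham replicate 4 (−0.99 without DEN replicate 2), Chodl to 0.0078 without Sham replicate 4 (−0.11 without Sham replicate 1) and Thbs4 to 0.18 without DEN replicate 4 (−0.41 without DEN replicate 2), none of them called.

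Of 126 tested genes chosen by the rule for naming genes, 126 kept their direction and side of the threshold with RLE and with upper quartile scaling, 120 of 124 with DESeq2, 119 of 125 with all 8 libraries, 116 with no filter, 103 of 105 with a minimum of 10 counts, 119 with the block, 116 of 125 with quality weights, 106 of 125 with DEN replicates 1, 3 and 4, and 109 to 120 without 1 library. Depth leaves few counts for some genes, such as 13 to 49 per Sham library for Art1.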

Differences from the paper's values

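In the main comparison none of the values compared, which are 3 counts of DEGs and the RPKM means of Lgals3 and Junb, differed from the paper's by more than 1.5-fold. The paper's counts of transcription factors and of Junb targets were not recomputed. The count of DEGs did with the replicate number as a block (1335), with DEN replicates 1, 3 and 4 (1327), and without DEN replicate 2, 3 or 4 or Sham replicate 2, 3 or 4 (1098 to 1407). The count at a log2 fold change of at least 0.58 did without DEN replicate 2 (844) or 3 (922) and with glmTreat (331). The paper reports 2613 DEGs, where 1853 were found by edgeR's quasi-likelihood test, and DESeq2, which the paper's methods name, gave 2613. The paper reports 702 DEGs with a log2 fold change above 0.5, where 606 were found, and DESeq2 with fold changes of mean RPM gave 703 (724 with DESeq2's own). For a limit of 0.58 in either direction 1164 were found, beside about 1400 in Fig. 1F, read by eye, and DESeq2 gave 1421, or 1375 with fold changes of mean RPM. The RPKM means match the bars of the figures.

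The paper shows Itga6 as lower in RNA (the plot of RNA against protein in its supplement), and here its log2 fold change of −0.75 had an adjusted p of 0.0514. It was called by DESeq2 (adjusted p = 0.00907), with all 8 libraries (0.0289), with no filter (0.0366), with at least 10 counts in every library (0.0382), with voom with quality weights (0.0465) and without Sham replicate 3 (0.00779). The range over all settings was 0.00779 to 0.172. The same plot shows Myh4 as higher in RNA, and here its log2 fold change of 0.76 had an adjusted p of 0.0904. It was called by DESeq2 (0.025), with voom with quality weights (0.032) and without Sham replicate 4 (0.0164), over a range of 0.0164 to 0.219.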

Other observations

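The test of AP-1 genes in counts without scaling was chosen after the results were seen.

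Tgfb1 encodes a cytokine that paces matrix deposition (ENSMUSG00000002603, chromosome 7 from 25687002 to 25705077), and it rose from 7.90 ± 2.76 CPM in Sham libraries (SD, n = 4) to 37.8 ± 7.45 CPM in DEN libraries (SD, n = 3), with 22.7 CPM in DEN replicate 1. Its log2 fold change was 2.26 (standard error 0.25, adjusted p = 0.000386). Of 34 genes of the TGF-β pathway and its targets tested, 16 were higher after DEN, none was lower and 18 did not pass (16 higher when adjusted over the list alone, 15 with all 8 libraries; median 0.275, camera adjusted p = 6.6e-08, and adjusted p = 0.156 with an estimated correlation). The count was 10 without DEN replicate 2, Sham replicate 2 or Sham replicate 3. The target Timp1, an inhibitor of matrix proteases, had a log2 fold change of 3.11 (adjusted p = 0.000108). Of 8 osteopontin receptor genes, Itga5 was higher (log2 fold change 1.08, adjusted p = 0.001) and 7 did not pass, with the same counts when adjusted over the list alone and with all 8 libraries (median −0.02, camera upward with adjusted p = 0.722). Spp1, which encodes osteopontin, did not pass in MuSCs (8.27 ± 6.29 and 9.30 ± 4.73 CPM, log2 fold change −0.17, adjusted p = 0.881).

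The Notch ligand Jag1 rose from 110 ± 15.5 to 199.7 ± 16.1 CPM (log2 fold change 0.86, adjusted p = 0.000991), and the receptor Notch1 had a log2 fold change of 0.59 (adjusted p = 0.00392). Of 17 Notch pathway genes, 4 were higher, none was lower and 13 did not pass (6 and 1 when adjusted over the list alone, 5 higher with all 8 libraries). The camera adjusted p was 0.0273, and adjusted p = 0.156 with an estimated correlation, 0.101 without DEN replicate 2 and 0.0515 without Sham replicate 2. Only 2 genes were higher without DEN replicate 2, DEN replicate 4 or Sham replicate 4. Rbpj, which mediates transcription by Notch, was not called without DEN replicate 2 (adjusted p = 0.102), DEN replicate 4 (0.0917), Sham replicate 3 (0.062) or Sham replicate 4 (0.053), and the target Hey1 without DEN replicate 2 (0.0767), DEN replicate 4 (0.0872), Sham replicate 2 (0.0502), Sham replicate 3 (0.0637) or Sham replicate 4 (0.0634).

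The matrix protein Tnc rose from 3.56 ± 0.311 to 82.9 ± 44.6 CPM (log2 fold change 4.54, adjusted p = 5.14e-05), and the protease Mmp2 fell from 767 ± 129 to 224 ± 26.4 CPM (log2 fold change −1.77, adjusted p = 6.62e-05). Of 44 extracellular matrix genes, 15 were higher, 6 lower and 23 did not pass (16 and 7 when adjusted over the list alone, 12 and 6 with all 8 libraries; camera adjusted p = 0.0129, and adjusted p = 0.499 with an estimated correlation). The camera adjusted p was 0.0958 without DEN replicate 3, and the lower genes numbered 2 without DEN replicate 2 and 3 without DEN replicate 4. Of the 25 other genes that the paper names, 13 were higher, 6 lower and 6 did not pass (14 and 8 when adjusted over the list alone, 11 and 6 with all 8 libraries; camera adjusted p = 0.00498, and adjusted p = 0.156 with an estimated correlation), and as the paper's own picks from these libraries they are not independent evidence. Among them Fmo2, a monooxygenase, had a log2 fold change of −2.22 (adjusted p = 0.00709). The pericyte marker Kcnj8 was at 2410 ± 165 CPM after DEN and 1811 ± 199 CPM after Sham surgery, beside 142 and 125 CPM of Pax7. Pdgfrb and Rgs5, chosen after their values were seen, were at 1662 and 2480 CPM after DEN and 1524 and 3366 CPM after Sham surgery. The sort took cells with α7-integrin and without Sca-1, and which cells hold these transcripts was not tested.

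Of the 35 ways to divide the 7 libraries into 3 and 4, only the real split reached 1853 DEGs. The highest of the others gave 5. Being first of 35 splits is the strongest rank that this count can give. Every other split mixes DEN and Sham libraries in at least 1 group, which adds the group difference to the spread and lowers its DEGs. The count alone therefore does not exclude chance.

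Of the contractile genes, 9 of 19 developmental and slow and 18 of 34 adult fast genes were higher in DEN libraries and 2 adult fast genes lower, with no camera call at an estimated correlation (adjusted p = 0.103 and 0.156). Their expression through commitment of the MuSCs by Myod1 and Myog is argued against only at the level of RNA in the sorted cells. There neither gene was higher in any setting run (log2 fold changes of −0.438 and −0.87). The paper reports commitment from MyoD and Myog staining of muscle sections, a protein measure per section that these RNA levels do not test. The call of Myod1 as lower was lost without DEN replicate 3 or 4, with quality weights, with DEN replicates 1, 3 and 4, and with all 8 libraries (−0.23, adjusted p = 0.419), where DEN replicate 1 was at 221 CPM. Other genes of the commitment list did rise, with Myf5 at 0.90, Dmrt2 at 1.13 and Klhl41 at 2.59, so a step that needs Myf5 alone stays open as untested. RNA of myofibers carried into the sorted cells remains open, since it needs genes of adult fast fibers to rise together and their median log2 fold change was 0.742 with 18 of 34 higher. The adult fast genes Actn3 and Pygm, chosen after their values were seen, fell (−0.52 each), but their Sham levels of 320.2 and 167 CPM would hide a small added share. RNA of denervated fibers should also bring the genes that rise in them, and of 18 such genes 4 were higher and 3 lower (median −0.0188), with Chrna1 falling from 260 to 97.5 CPM. As these genes went both ways and Chrna1 was abundant in Sham libraries, they do not decide. In DEN replicate 1 the means of the lists part. That of the adult fast genes was the highest of the 8 libraries (log2 CPM 4.51). That of the developmental and slow genes was within the Sham range (1.84), though Csrp3 stayed above every Sham library. In the other DEN libraries the means of both lists lay above those of every Sham library. A single library, which the paper left out, cannot decide whether the lists are 1 pattern. The source of the transcripts of either list, in myofibers or in MuSCs after DEN, was not tested.

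Of 16 AP-1 genes, 7 were higher in DEN libraries, 1 was lower and 8 did not pass, with no camera call at an estimated correlation (adjusted p = 0.156). For the higher ones a shift of all genes or of depth is argued against by the counts without scaling. The median log2 ratio of mean counts, DEN over Sham, was 0.69 for the 16 AP-1 genes and −0.0733 for all genes tested, and the highest median among 1000 random lists of 16 genes was 0.17. The total counts of the 7 libraries differed by at most 1.2-fold. As the AP-1 list includes genes that the paper named from these libraries, the comparison with random lists bears on scaling and depth only. A stronger response of the DEN cells to tissue digestion and sorting could raise the same genes. It should also raise heat shock genes, whose median log2 fold change was 0.0351 with an SD of 0.326 over 18 members, beside 0.868 for the immediate early genes. The rule written beforehand asked only for positive medians in both lists, which was met, and a margin of the SD was not part of it. As the heat shock median was small beside that SD, this response cannot be told apart from induction in the muscle. A change brought by denervation stays open as untested.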
